# Differential symbiotic compatibilities between rhizobium strains and cultivated and wild soybeans revealed by anatomical and transcriptome analyses

**DOI:** 10.3389/fpls.2024.1435632

**Published:** 2024-09-03

**Authors:** Sobhan Bahrami Zadegan, Wonseok Kim, Hafiz Muhammad Khalid Abbas, Sunhyung Kim, Hari B. Krishnan, Tarek Hewezi

**Keywords:** *Bradyrhizobium diazoefficiens*, *Glycine max*, *Glycine soja*, nodulation, RNA-Seq

## Abstract

Various species of *rhizobium* establish compatible symbiotic relationships with soybean (*Glycine max*) leading to the formation of nitrogen-fixing nodules in roots. The formation of functional nodules is mediated through complex developmental and transcriptional reprogramming that involves the activity of thousands of plant genes. However, host transcriptome that differentiate between functional or non-functional nodules remain largely unexplored. In this study, we investigated differential compatibilities between rhizobium strains (*Bradyrhizobium diazoefficiens* USDA110 *Bradyrhizobium* sp. strain LVM105) and cultivated and wild soybeans. The nodulation assays revealed that both USDA110 and LVM105 strains effectively nodulate *G. soja* but only USDA110 can form symbiotic relationships with Williams 82. LVM105 formed pseudonodules on Williams 82 that consist of a central nodule-like mass that are devoid of any rhizobia. RNA-seq data revealed that USDA110 and LVM105 induce distinct transcriptome programing in functional mature nodules formed on *G. soja* roots, where genes involved in nucleosome assembly, DNA replication, regulation of cell cycle, and defense responses play key roles. Transcriptome comparison also suggested that activation of genes associated with cell wall biogenesis and organization and defense responses together with downregulation of genes involved in the biosynthesis of isoprenoids and antioxidant stress are associated with the formation of non-functional nodules on Williams 82 roots. Moreover, our analysis implies that increased activity of genes involved in oxygen binding, amino acid transport, and nitrate transport differentiates between fully-developed nodules in cultivated versus wild soybeans.

## Introduction

Legumes such as soybean (*Glycine max*) and nitrogen fixing bacteria can develop a symbiotic relationship to form specialized organs, the nodules, on plant roots within which bacteria reside and convert the atmospheric nitrogen into ammonia readily available for plants to be used (Wang et al., 2018). Nodule formation is a highly complex process, at the cellular and developmental levels, requiring sophisticated crosstalk between symbiotic partners. At the start, rhizobia sense the flavonoids secreted by the host plant to synthesize the lipochitooligosaccharides (Nod factors) and then, a series of signaling and developmental processes begins, resulting in the formation of successful nodules (Jones et al., 2007). Nod factors are recognized by the Nod factor receptors (NFRs) present at the epidermal cells of root hairs. This perception initiates the formation of curls in root hair cells to reside the rhizobia inside and then, to allow them to form the infection thread growing towards the root cortex (Turgeon and Bauer, 1985; Ardourel et al., 1994). As the infection begins, differentiation occurs in the root cortex cells to form nodule primordia, where rhizobia are released into symbiosomes and being differentiated into nitrogen fixing bacteroids. Under certain conditions, the bacteroids accumulate intracellular carbon polymers like polyhydroxybutyrate (PHB), which seems critical for nitrogen fixation (Trainer and Charles, 2006). These bacteroids are then enclosed in dividing cortex cells, developing into final functional nodules that appear red or pink from inside (Oldroyd and Downie, 2008). These nodules significantly contribute to the soybean growth by providing the required amount of nitrogen.

Various species of *rhizobium*, including slow-growing (e.g., *B. japonicum, B. elkanii, B. liaoningense, B. yuanmingense)* and fast-growing (e.g., *S. fredii)* can associate with soybean and successfully induce functional nodules (Biate et al., 2014; Thilakarathna and Raizada, 2017). These rhizobium species as well as strains/isolates belonging to these species vary in their compatibility with different soybean cultivars, and hence nodulation efficiency and nitrogen fixation activity (Biate et al., 2014). The host range of rhizobia is determined by the molecular recognition between symbiotic partners that involves the activity of (*nod*) and nitrogen fixation (*nif*) genes, which are involved in the production of Nod factors and nitrogen fixation, respectively (Perret et al., 2000; Wang et al., 2018; Walker et al., 2020). In addition, it has been recently reported that the exopolysaccharides (EPS) of *B. diazoefficiens* USDA110 contributes to host specificity with different soybean cultivars (Quelas et al., 2010).

Studies have suggested that the domestication of legumes has affected symbiosis-related traits in legumes, as well as the compatibility between host plants and bacteria. It has been shown that wild legume species can associate with more diverse indigenous soil strains than cultivated legumes (Mutch and Young, 2004; Kim et al., 2014; Chang et al., 2019). As an example, the wild species of soybean (*Glycine soja*) exhibits higher nodulation compatibility in comparison with cultivated soybeans (*Glycine max*) (Chang et al., 2019). This shift is believed to be due to domestication as well as breeding and agricultural practices that might have reduced the composition of rhizobial community and compatibility of legume-rhizobial symbiosis (Werner et al., 2015; Turcotte et al., 2017; Liu et al., 2020). Although these practices have led to a decrease in nodulation–rhizobium compatibility in cultivated soybeans, an enhancement in nodulation efficiency and nitrogen fixation activity has been attained (Muñoz et al., 2016; Liu et al., 2020; Wang et al., 2023). In addition, a recent study has shown that genetic variations located in the regulatory regions of the *GmCRP* (*NopC Related Protein*) gene selected during domestication contributes to increased nodulation efficiency in improved soybean cultivars (Wang et al., 2023).

Analysis of naturally occurring genetic variations and artificially induced mutations resulted in the identification of several genetic loci known as *Rj* or *rj* that control symbiotic specificity in soybean. This includes, for example, the recessive alleles *rj1*, *rj5*, and *rj6*, which restrict nodulation; the recessive locus *rj7*, which causes hypernodulation phenotype; and the dominant alleles *Rj3* and *Rfg1*, which limit nodulation with specific strains (Hayashi et al., 2012; Roy et al., 2020). The soybean immune system and rhizobial type-III effectors such as *Nop* genes also play key role in determining the symbiotic outcome (Roy et al., 2020; Jiménez-Guerrero et al., 2022; Teulet et al., 2022). For example, NopL has been shown to interfere with MAPK signaling and inhibit premature nodule senescence (Zhang et al., 2011). NopM in *Ensifer fredii* NGR234 was found to function as E3 ubiquitin ligase during infection in order to reduce the reactive oxygen species in host plants and promote nodulation (Xin et al., 2012). Recently, it has been shown that NopAA effector has a glycosyl hydrolase activity and functions in cell wall remodeling to promote symbiotic nodulation (Wang et al., 2022; Dorival et al., 2020). However, rhizobial effectors can also be recognized as avirulence proteins negatively impacting nodule formation (Staehelin and Krishnan, 2015). For instance, it has been demonstrated that NopD possess SUMO (small ubiquitin-like modifier) protease activity, induces immunity, and negatively affects nodulation (Xiang et al., 2020).

Our understanding of various stages of nodule development was greatly enhanced by recent transcriptome studies using RNA-sequencing approaches (Brechenmacher et al., 2008; Libault et al., 2009, 2010; Severin et al., 2010; Yuan et al., 2016, 2017; Niyikiza et al., 2020). These studies provided interesting insights into the importance of various biological processes during the course of nodule initiation, formation, development, and senescence. This included, for example, hormone signaling pathways, cell wall biogenesis and modifications, regulation of transcription factor activities, defense and immunity responses, primary and secondary metabolic pathways, transporter functions, and small secretory peptides. The complexity of the cellular programing occurring during soybean nodulation is reflected by the identification of more than 9000 genes that establish nodule transcriptome identity (Niyikiza et al., 2020). In addition, gene network analyses of RNA-seq data pointed to the presence of nodule–specific modules of highly co-regulated soybean genes with potential novel functional roles in nodulation (Zhu et al., 2013; Piya et al., 2023).

Despite the reported experimental data showing differential compatibility between rhizobium strains and both cultivated and wild soybeans, anatomical features and host transcriptome that differentiate between functional or non-functional nodules remain poorly understood particularly at later stages of symbiosis. Studying the transcriptome of functional and non-functional nodules at a late stage of development can provide valuable insights into the molecular mechanisms that contribute to nodule functionality and effective nitrogen fixation. In this study, we examined the anatomical features of functional nodules induced by *Bradyrhizobium diazoefficiens* USDA110 on cultivated and wild soybean plants using light and transmission electron microscopy. We also determined the anatomy of functional and non-functional nodules induced by *Bradyrhizobium* sp. strain LVM105 on *G. soja* and Williams 82 roots, respectively. Furthermore, we have investigated transcriptome reprogramming in 25-day-old nodules induced by USDA110 and LVM105 in Williams 82 and *G. soja* using RNA-seq and determined the biological processes and molecular functions that contribute to nodule functionality.

## Materials and methods

### Plant materials

Seeds of progenitor of soybean (*Glycine soja* Sieb. & Zucc. PI 378683) and soybean (*G. max* L. Merr.) cultivar Williams 82 were used in this study.

### Nodulation assay

Bradyrhizobial strains USDA110 and LVM105 were grown in yeast extract mannitol medium at 30°C on a rotary shaker (150 rpm) for 4-5 days. Soybean seeds (*Glycine max* cv Williams 82 and *Glycine soja* PI 378683) were surface-sterilized in 50% bleach (2.5% NaClO) for 5 minutes. Following this step, the seeds were extensively washed in sterile distilled water to get rid of any residual bleach. About 12-15 seeds were placed on 1% water agar plates and placed in a 30°C incubator for 3 days. Roots of three-day-old seedlings were dipped for 2 minutes in USDA110 or LVM105 cultures that had been diluted to 5 x 10^6^ cells per ml. The soybean seedlings were then transferred to sterile Magenta jars containing vermiculite. Soybean plants were transferred to a growth chamber maintained at a 28°C with a light intensity of 500 µmol of photons m^-2^ sec^-1^, and a 12-h light period. The plants were watered with Jensen’s nitrogen-free solution as needed. Nodules were harvested at 25 days post inoculation (DPI) and either processed for ultrastructural analysis or instantly frozen in liquid nitrogen and stored at -80°C.

### Tissue fixation for light and electron microscopy

For light microscopy observation soybean nodules (25 DPI) were fixed in FAA (formaldehyde:ethanol:acetic acid) and embedded in paraffin according to the previously published procedure (Krishnan et al., 2003). Paraffin-embedded nodules were sectioned using a microtome at 10 μm thickness and stained with hematoxylin and eosin. For transmission electron microscopy soybean nodules were cut into small pieces (2 to 4 mm) using a razor blade and were immediately fixed in 2.5% glutaraldehyde in 50 mM cacodylic buffer, pH 7.2 for 4 hours at room temperature. The tissue samples were post-fixed with 2% aqueous osmium tetroxide for 1 hour at room temperature. Following this step, the samples were rinsed in 50 mM cacodylic buffer (pH 7.2) four times at intervals of 15 minutes. The samples were dehydrated in a graded ethanol series and infiltrated with Spurr’s resin (Electron Microscopy Sciences, PA). Thin sections of nodules were produced using a diamond knife and collected on uncoated nickel grids. The tissues were then stained using 0.5% aqueous uranyl acetate and 0.4% aqueous lead citrate, and finally examined with a JEOL JEM 100B (Tokyo, Japan) electron microscope at 100 kV.

### Phylogenetic analysis

The genome sequences of LMV105 (accession number QZMV00000000) and closely related species were retrieved from the NCBI database. Whole genome-based taxonomic analysis was conducted using the Type Genome Server (TYGS) (Meier-Kolthoff and Göker, 2019). The branch lengths were scaled in terms of the genome blast distance phylogeny approach (GBDP) distance formula d5. The tree was rooted at the midpoint.

### RNA-seq analysis

Total RNA from 25 DPI soybean nodules were isolated using TRIzol^®^ Reagent (Thermo Fisher Scientific, Waltham MA, USA). Genomic DNA was removed by treating total RNA with DNase I. RNA integrity was determined using Agilent 2100 (Agilent, Technologies, CA). mRNA was isolated and used for the construction of non-stranded, nondirectional mRNA libraries. Library concentration was first quantified using a Qubit 2.0 fluorometer (Life Technologies), and then using Agilent 2100. mRNA-seq libraries were multiplexed and sequenced using the Illumina NovaSeq 6000 instrument with 150-bp paired-end reads. Data analysis and identification of differentially expressed genes (DEGs) was determined as previously described by Hawk et al. (2023). Briefly, the quality of raw reads was determined using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were then mapped against the soybean reference genome (Williams 82 genome assembly v4) using STAR (Dobin et al., 2013). The HTSeq tool was utilized to obtain read counts for all transcripts (Anders et al., 2015). Differential gene expression analysis was performed using DESeq2 package with a false discovery rate (FDR) < 1% and fold-change cutoff of 2 (Love et al., 2014). DEGs were analyzed for Gene Ontology (GO) enrichment using the SoyBase database (https://www.soybase.org/) with a significance cut-off value of 0.01. KEGG pathways enrichment analysis was conducted using KOBAS web server (http://bioinfo.org/kobas) with a corrected P value less than 0.01 was considered as statistically significant (Xie et al., 2011). The R packages, “pheatmap” and “ggplot2” (Ito and Murphy, 2013; Kolde, 2015) were used for data visualization.

## Results

### Phylogenomic analysis

We conducted a whole genome-based taxonomic analysis to assess the taxonomic relationships between *Bradyrhizobium* sp. strain LVM105, *Bradyrhizobium diazoefficiens* strain USDA110 and other *Bradyrhizobium* strains. The phylogenetic tree revealed a close phylogenetic relationship between LVM105 and both *Bradyrhizobium frederickii* (CNPSo 3426) and *Bradyrhizobium nanningense* (CCBAU 53390) (**Supplementary Figure 1**). In contrast, the *Bradyrhizobium diazoefficiens* strain USDA110 exhibited a close phylogenetic relationship with *Bradyrhizobium niftali* (CNPSo 3448) and *Rhizobium lupini* (DSM 30140) (**Supplementary Figure 1**). The analysis also indicated that LVM105 and USDA110 are distantly related (**Supplementary Figure 1**).

### Nodulation phenotype of *Bradyrhizobium diazoe*fficiens USDA110 and *Bradyrhizobium* sp. *strain* LVM105 on *Glycine max* and *Glycine soja*

*Bradyrhizobium diazoefficiens* USDA110, is the most widely used strain in commercial inoculants for soybean crops. This model strain forms nitrogen-fixing nodules on most commercial soybeans as well as on *Glycine soja*, a wild progenitor of the commercial soybean. In contrast, little is known about the host range of *Bradyrhizobium* sp. strain LVM105. Originally, this strain was isolated from partridge pea (*Chamaecrista fasciculata*), an annual legume of the subfamily *Caesalpinioideae*. The nodulation assays revealed that USDA110 forms nitrogen-fixing nodules on both *G. max* cv Williams 82 and *G. soja* (**Figures 1A, B**). LVM105 efficiently nodulated *Glycine soja* (**Figure 1C**). However, LVM105 lost its ability to form nodules on agronomically ameliorated soybean cultivar such as Williams 82 (**Figure 1D**). LVM105 elicited popcorn nodules (abnormal root proliferations) on the roots of Williams 82 (**Figure 1D**). Our finding that LVM105 is genetically distant from USDA110 and elicits the formation of pseudonodules on Williams 82, prompted us to use this strain over other strains to investigate the anatomical and transcriptome differences between functional and non-functional nodules as detailed below.

**Figure 1:**
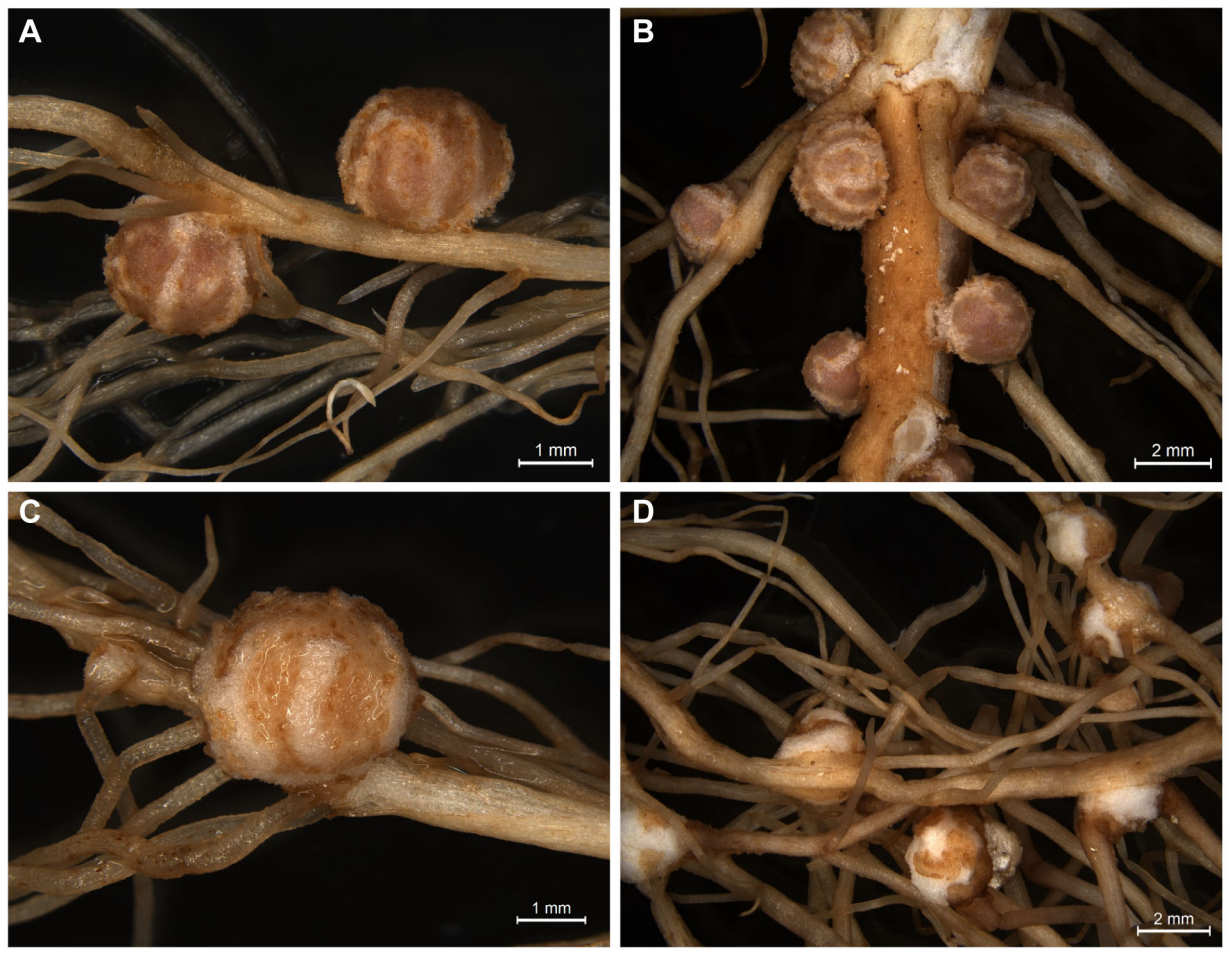
Images of nodules induced by *Bradyrhizobium diazoefficiens* USDA110 and *Bradyrhizobium* sp. strain LVM105 on soybean. **(A, B)**. *Bradyrhizobium diazoefficiens* USDA110 forms nitrogen-fixing nodules on both *Glycine soja* **(A)** and *Glycine max* cv. Williams 82 **(B)**. In contrast, *Bradyrhizobium* sp. strain LVM105 forms nitrogen-fixing nodules only on *Glycine soja* **(C)** and “popcorn” like nodules on *G. max* cv. Williams 82 **(D)**.

### Anatomy of soybean nodules induced by USDA110 and LVM105

A cross-section of 25 DPI soybean nodules elicited by USDA 110, when examined under light microscopy, revealed typical anatomical features of a determinate nodule (**Figures 2A, B**). Both *G. max* cv Williams 82 and *G. soja* nodules contained a large central infected zone. The infected central zone contained cells that were filled with bradyrhizobia along with a few uninfected cells. Surrounding this central zone there is a layer of cells that contain scattered vascular bundles. This layer of cells was surrounded by a prominent sclerenchymatous layer of cells (**Figures 2A, B**). An examination of LVM105–induced nodules in *G. soja* revealed similar anatomical features observed with USDA110–elicited nodules (**Figure 2C**). In contrast, a cross-section of the “popcorn nodules” elicited by LVM105 on the roots of Williams 82 did not reveal any central infected zone, indicating the absence of bradyrhizobia in these structures (**Figure 2D**). A sclerenchymatous layer of thick-walled cells were seen in the central portion of the “popcorn nodules”. Additionally, this layer was surrounded by an outer layer of parenchymatous cells (**Figure 2D**).

**Figure 2:**
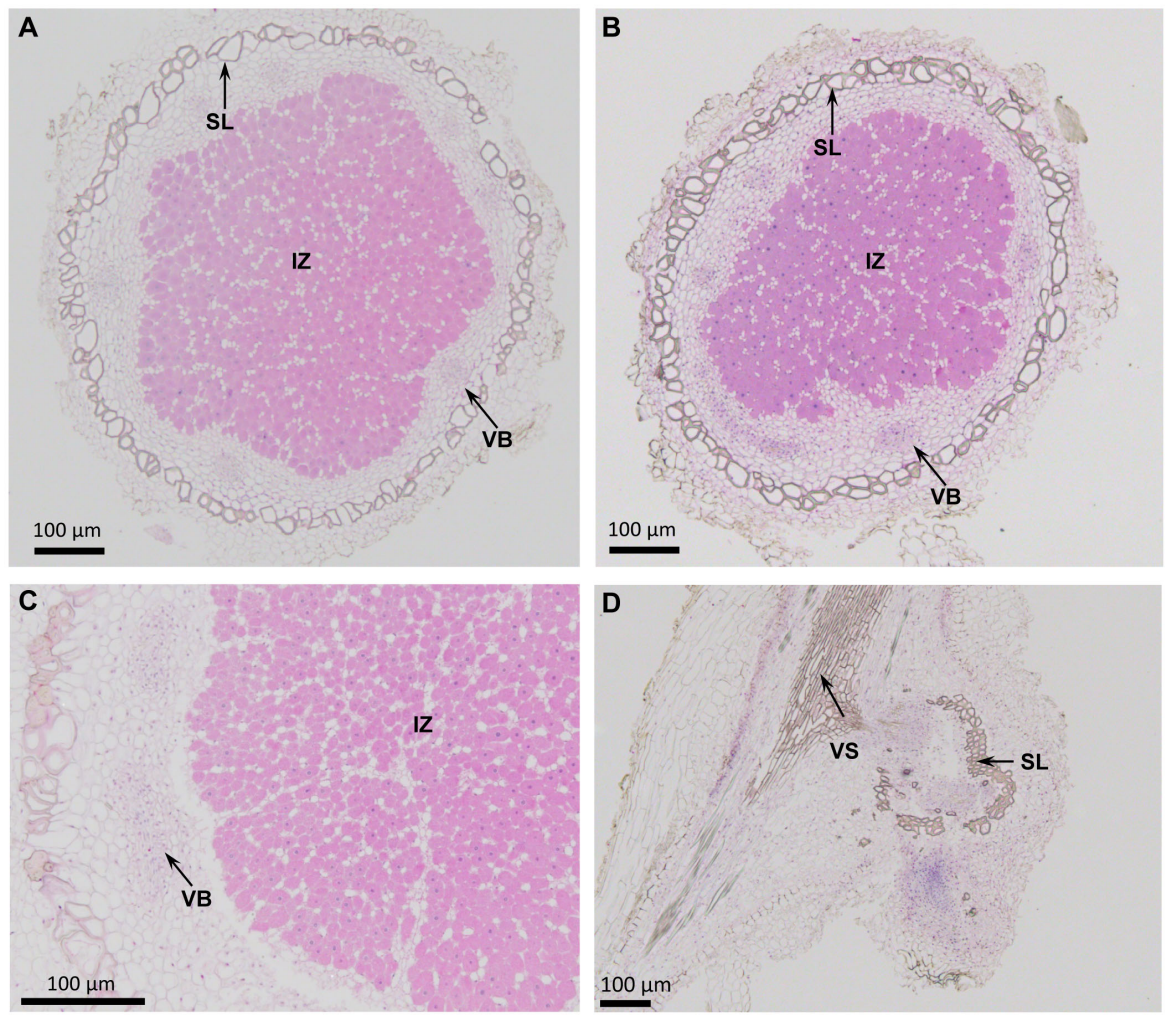
Anatomy of nodules induced by *Bradyrhizobium diazoefficiens* USDA110 and *Bradyrhizobium* sp. strain LVM105 on soybean. **(A, B)** Cross-sections of *Glycine soja* **(A)** and *Glycine max* cv. Williams 82 **(B)** nodules induced by *Bradyrhizobium diazoefficiens* USDA110. **(C, D)** Cross-sections of *G. soja* **(C)** and *G. max* cv. Williams 82 **(D)** nodules induced by *Bradyrhizobium* sp. strain LVM105. Note that infected central region is filled with rhizobia and is surrounded by a scleroid layer **(A-C)**. However, the nodules induced by LVM105 on *G. max* cv. Williams 82 is devoid of rhizobia and lacks the infected central region **(D)**. IZ, infected zone; SL, scleroid layer; VB, vascular bundle; VS, Vascular strand.

Transmission electron microscopy observation of thin section of USDA110 formed nodules in *G. soja* clearly demonstrated the presence of cells that were occupied by bradyrhizobia (**Figure 3**). Some of these cells contained a prominent central nucleus (**Figure 3A**). Dark staining spherical structures close to the cell walls were seen only in uninfected cells (**Figure 3A**). The bacteria, which have differentiated into nitrogen-fixing bacteroids were enclosed within plant derived structures called symbiosomes (**Figures 3A, B**). Some symbiosomes enclosed either individual or multiple bacteroids. Some of the bacteroids also contained prominent polyhydroxybutrate crystals (**Figure 3B**). Similar ultrastructural features were also observed in LVM105 formed *G. soja* nodules (**Figures 3C, D**). Interestingly, some of the bacteroids enclosed within the symbiosomes of LVM105 formed nodules contained prominent dark-staining spherical inclusions (**Figure 3D**). The ultrastructure of *G. max* cv Williams 82 nodules induced by USDA110 and LVM105 were also investigated by electron microscopy (**Figures 4A–C**). The anatomy of Williams 82 nodules induced by USDA110 was similar to that observed in the *G. soja* nodules. In the case of Williams 82 nodules, the symbiosomes were dilated and often contained more than one bacteroids (**Figure 4A**). These bacteroids also contained prominent polyhydroxybutrate crystals (**Figure 4**). In contrast, electron microscopy of “popcorn nodules” initiated by LVM105 on Williams 82 revealed the presence of cells that contained prominent central vacuoles (**Figures 4B, C**). Starch grains were located in these cells. Strikingly, these cells contained no bacteria within them and seem to be filled with either granular or fibrillar materials. Additionally, these cells exhibited thickened walls presumably due to secondary wall thickening (**Figure 4C**).

**Figure 3:**
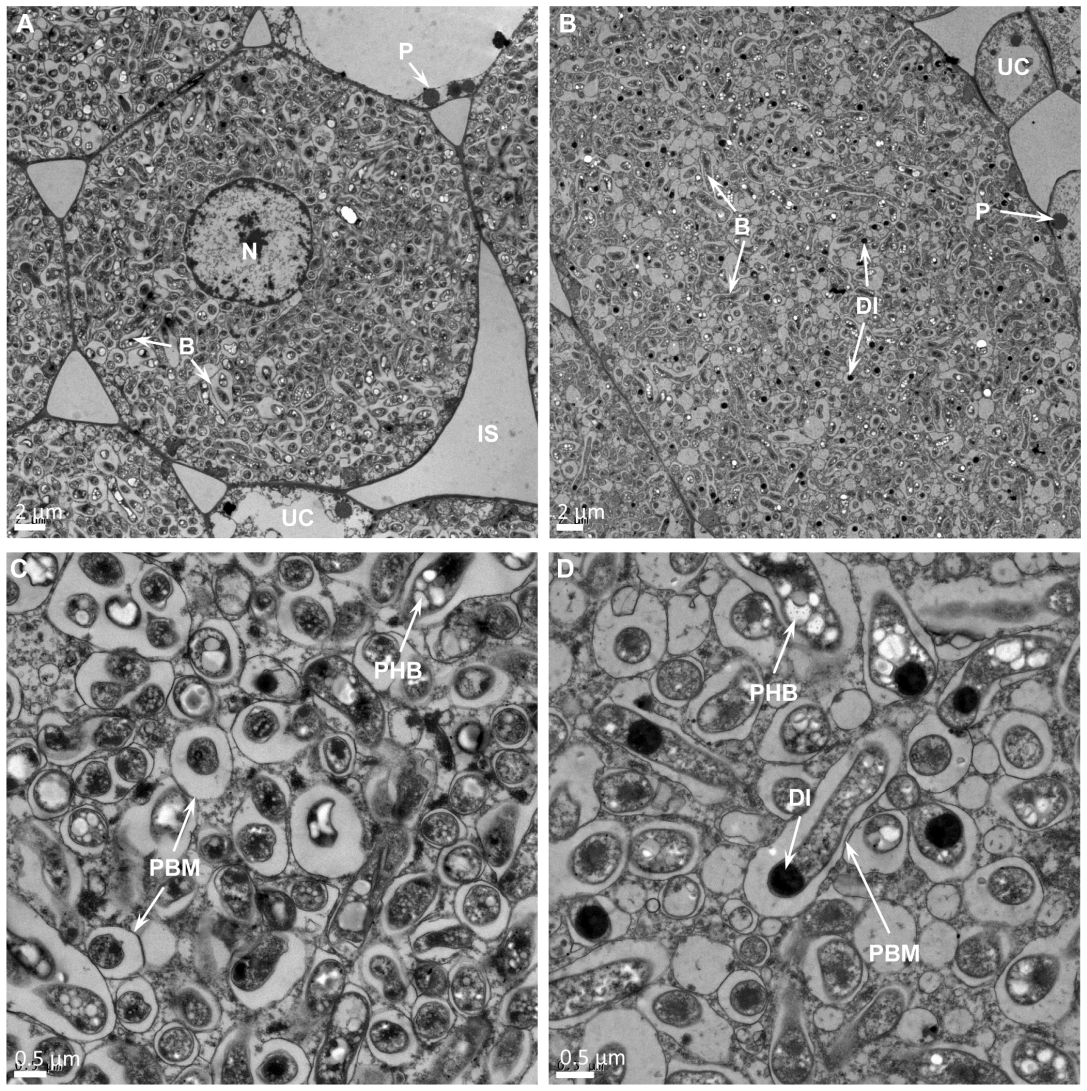
Transmission electron micrographs of *Glycine soja* nodules. Thin sections of 25 DPI nodules were examined by transmission electron microscopy. **(A, B)** In both *Bradyrhizobium diazoefficiens* USDA110 **(A)** and *Bradyrhizobium* sp. strain LVM105 **(B)** elicited nodules, the central infected cells are completely occupied by rhizobia and contain a large number of bacteroids. **(C, D)** Higher magnification view of *B. diazoefficiens* USDA110 **(C)** and *Bradyrhizobium* sp. strain LVM105 **(D)** infected cells reveals numerous symbiosomes that are dilated and contain one or two bacteroids. Note that most bacteroids in LVM105–induced nodules **(D)** accumulate spherical dark inclusions. B, bacteroid; N, nucleus; P, peroxisome; IS, intercellular space; UC, uninfected cell; DI, dark inclusion; PHB, polyhydroxybutyrate; PBM, peribacteroid membrane.

**Figure 4:**
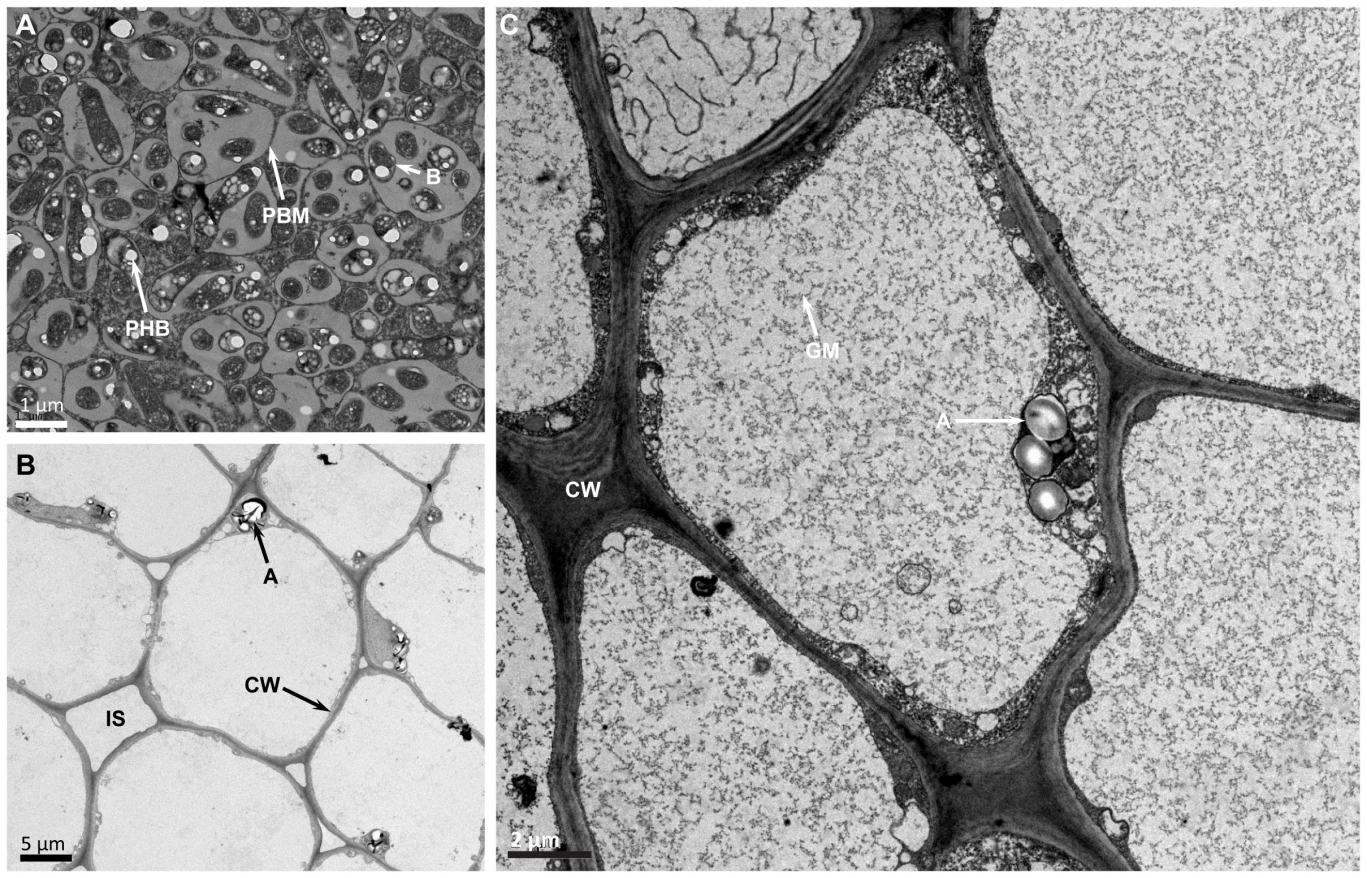
Transmission electron micrographs of *Glycine max* cv. Williams 82 nodules. Thin sections of 25 DPI nodules were examined by transmission electron microscopy. **(A)** Williams 82 nodules elicited by USDA110 reveal cells that are completely occupied by rhizobia and the symbiosomes are enlarged and often contain one or more bacteroids inside them. **(B)** LVM105-elicited “popcorn” nodules contain empty parenchymatous cells that are devoid of any rhizobia. **(C)** Higher magnification view of **(B)** reveals the empty parenchymatous cells contain large central vacuoles, numerous starch grains that can be seen close to the cell walls, and the secondary thickening of the cell walls. B, bacteroid; A, amyloplast; CW, cell wall; GM, granular material; PHB, polyhydroxybutyrate; PBM, peribacteroid membrane.

### RNA sequencing-based transcriptome analysis of mature nodules elicited by USDA110 and LVM105 in cultivated and wild soybeans

To understand the molecular mechanisms controlling soybean response to nodulation by USDA110 and LVM105, we investigated transcriptome reprogramming in 25-day-old nodules induced by USDA110 and LVM105 in Williams 82 and *G. soja* using RNA-seq. Raw sequencing reads from three biological samples for each treatment were mapped to soybean reference genome (Williams 82 version 4) and showed high mapping efficiency ranging from 91.6 to 96.8%. 

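Nodules were collected 25 days after inoculation from wild soybean (*G. soja*) and from the cultivated soybean Williams 82 (W82), each inoculated with *B. diazoefficiens* USDA110 or *Bradyrhizobium* sp. LVM105. LVM105 formed non-functional popcorn nodules (pseudonodules) on W82, whereas the other 3 groups were functional nodules. Each of the 4 groups was represented by 3 RNA-seq libraries. The authors made non-stranded mRNA libraries, sequenced them as paired-end reads, mapped the reads with STAR and counted the reads on each gene with HTSeq. The deposited values are these counts, without normalization, for 47095 W82 genes, of which 43067 had at least 1 count in the 12 libraries. Because strand was not kept, reads from overlapping genes on opposite strands were not separated, and reads shared by near-identical gene copies make the counts of such copies uncertain. The reads of both hosts were mapped to the W82 genome, so *G. soja* genes that differ from their W82 copy may have been counted less completely. Total counts per library ranged from 17084609 to 25819141, with a median of 22095385. The median was 22354608 for *G. soja*/USDA110, 20618866 for *G. soja*/LVM105, 22768011 for W82/USDA110 and 20101956 for W82/LVM105. The smallest signal taken as detectable was 3 counts, which corresponded to between 0.116 and 0.176 CPM, the counts scaled to the library total, depending on the library. This floor covers counting error only. The 10 most abundant genes took 14.1% ± 0.52 (SD, n = 3) of the counts in *G. soja*/USDA110, 14.7% ± 0.26 in *G. soja*/LVM105, 9.11% ± 1.2 in W82/USDA110 and 5.62% ± 0.075 in W82/LVM105. Genes were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on counts normalized by the TMM method, separately for the 6 libraries of each comparison. Genes with low counts were removed with edgeR's filterByExpr. As in the paper's methods, a differentially expressed gene (DEG) had a false discovery rate under 1% and at least a 2-fold change. CPM values are given as the mean ± SD of the 3 libraries of a group, with TMM factors computed over all 12 libraries. Gene names and product names were taken from the paper's text and from the annotation in Supplementary Tables 1 and 2. The number that follows Glyma in each gene identifier is the chromosome.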

Using normalized read counts we constructed a sample-sample distance heatmap showing the clustering of gene expression profiles of the four treatments (**Figure 5A**). This clustering illustrated the similarity in transcriptome profiles of the functional nodules induced by USDA110 on Williams 82 and *G. soja* and that induced by LVM105 on *G. soja*. 

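Distances between libraries were computed as Euclidean distances over variance-stabilized counts (DESeq2) of the 34278 genes that passed the low-count filter across the 4 groups. Libraries of the same group were on average 58.6 ± 12.8 (SD) apart, and the largest such distance was 88.2. The mean distance between *G. soja*/USDA110 and *G. soja*/LVM105 libraries was 111, larger than any distance between replicates. The 3 W82/USDA110 libraries were the least uniform, owing to replicate 3. For replicates 2 and 3 of this group, the squared difference between the libraries, averaged over genes, was 30.7 times the value that counting noise gives, against 8.92 for replicates 1 and 2. This ratio was between 5.03 and 9.10 in W82/LVM105, between 2.38 and 5.87 in *G. soja*/USDA110 and between 2.65 and 5.09 in *G. soja*/LVM105.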

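Functional nodules of W82/USDA110 were at a mean distance of 203 from *G. soja*/USDA110 and 216 from *G. soja*/LVM105. The pseudonodules of W82/LVM105 were at a mean distance of 252 from W82/USDA110, 302 from *G. soja*/USDA110 and 288 from *G. soja*/LVM105. The SD over library pairs was at most 3.19 for these 5 distances. Averaged over the groups, the distance from the pseudonodules to the functional nodules was 281, against 177 between the functional groups, a ratio of 1.59. With the 500 most variable genes in place of all genes that passed the filter, this ratio was 1.99.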

Principal component analysis (PCA) of RNA-seq data showed a high similarity between the three biological replicates of each treatment, and similarly separated the popcorn nodules formed on Williams 82 by LVM105 form the functional nodules (**Figure 5B**).

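The PCA was computed on the 500 most variable genes of the variance-stabilized counts. The first component (PC1) held 81.2% of the variance and the second (PC2) 16.7%. On PC1, the W82/LVM105 libraries scored between 80.8 and 86.1 and the W82/USDA110 libraries between 8.23 and 9.58. The *G. soja*/LVM105 libraries scored between -43.8 and -43.4 and the *G. soja*/USDA110 libraries between -49.1 and -48.7. PC2 set the W82/USDA110 libraries, with scores from 40.1 to 42.4, apart from the other 9 libraries, which scored between -18.2 and -7.76. The sign of a component is arbitrary. With all genes that passed the filter in place of the 500 most variable ones, PC1 held 64.5% of the variance and PC2 24.4%.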

**Figure 5:**
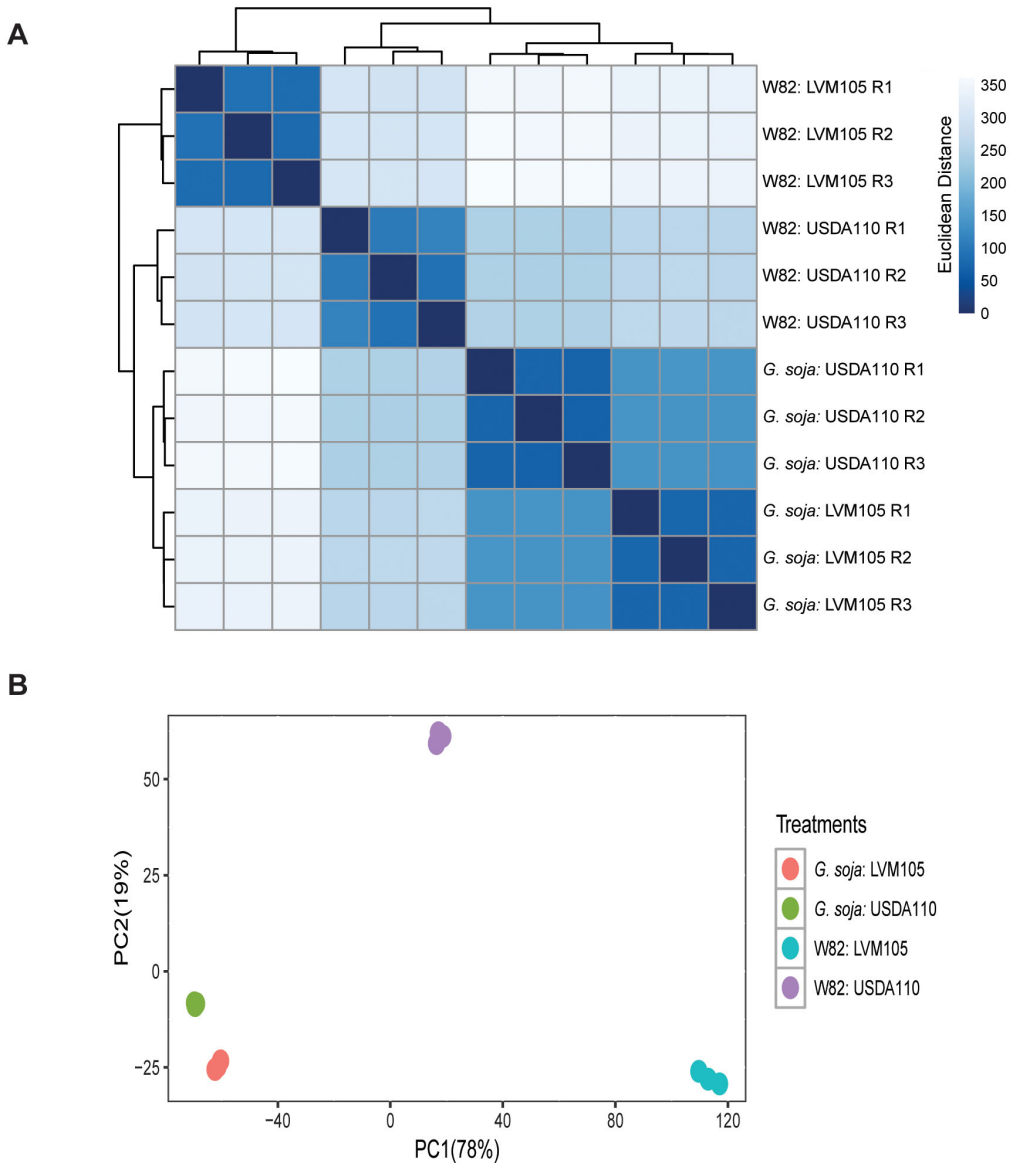
Sample-to-sample distance plot of RNA-seq samples. **(A)** Sample-to-sample distance heatmap showing the Euclidean distances between RNA-seq samples calculated from normalized gene expression count data. Clustering the 12 RNA-seq samples represents the relationships between the four treatments reflected by the intensity of blue color with darker colors indicating closer relationships. **(B)** Principal component analysis (PCA) showing high similarities between the biological replicates of each treatment. The highest degree of variability between non-functional nodules formed on Williams 82 by LVM105 and the functional nodules is demonstrated by the distant clustering on the PC1 axis (78% variance).

To determine strain and genotype effects, we identified differentially expressed genes (DEGs) in three comparisons. More specifically, we determined DEGs between USDA110– and LVM105–induced nodules in *G. soja* and Williams 82 (*G. soja*: USDA110 vs LVM105 and W82: USDA110 vs LVM105) to determine strain effects. Similarly, we determined DEGs between nodules formed on Williams 82 and *G. soja* and induced by USDA110 (W82/USDA110 vs *G. soja*/USDA110) to determine genotype effects. The USDA110 vs LVM105 comparison in *G. soja* resulted in the identification of 3173 DEGs (1442 upregulated and 1731 downregulated), whereas in Williams 82 this comparison resulted in the identification of 14007 DEGs (6083 upregulated and 7924 downregulated) (**Supplementary Tables 1**, **2**). These data indicate that both strains induce varied gene expression programs during the formation of functional nodules in *G. soja.* The W82/USDA110 vs *G. soja*/USDA110 comparison led to the identification of 9755 DEGs, including 4875 upregulated and 4880 downregulated (**Supplementary Table 3**), reflecting the substantial difference between nodule-associated transcriptomes of cultivated and wild soybeans.

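In *G. soja*, 3575 of the 31129 genes tested were DEGs between USDA110 and LVM105, 1600 upregulated and 1975 downregulated in USDA110-induced nodules. In W82, 13656 of the 32593 genes tested were DEGs, 5991 upregulated and 7665 downregulated. Over all genes tested, the CPM values of the 2 groups did not overlap for 52.3% of genes in *G. soja* and 72.1% in W82, where chance gives 10%. The count that moved most under another setting was that of *G. soja*, with 1443 DEGs when the test was made against a 2-fold change (glmTreat) and 10533 DEGs without a fold-change cutoff. Scaling by library size alone changed the split in W82 to 4512 upregulated and 9456 downregulated DEGs, since it moved the median log2 fold change of all genes tested from -0.02 to -0.31. Of the 1998 genes read from Supplementary Table 1, 1967 were DEGs in the same direction here, as were 395 of the 444 genes read from Supplementary Table 2. The 444 were all upregulated by a log2 fold change of at least 5.54 by the authors, so they say little of the other W82 DEGs. The 49 not called were not tested. Among the more abundant genes, the largest rises in *G. soja* included *Glyma.12G212900*, with a log2 fold change of 4.17 (standard error 0.10), and the asparagine synthetase gene *Glyma.02G228100*, at 1214 ± 79.6 CPM with USDA110 and 97.6 ± 5.15 CPM with LVM105. The largest falls included *Glyma.15G099300* (log2 fold change -5.82, standard error 0.11) and *Glyma.02G265300* (-4.50, standard error 0.07). In W82, the receptor-like kinase gene *Glyma.06G312600* (PERK12) reached 86.3 ± 2.36 CPM with USDA110 and had no counts with LVM105, so that it was at least 678-fold higher. A second protein kinase gene, *Glyma.06G120400*, was at least 1128-fold higher. *Glyma.09G022500* (log2 fold change -7.50, standard error 0.34) and *Glyma.02G028400* (-6.80, standard error 0.16) fell most in W82/USDA110. Adjusted p-values of these genes were 8.6e-11 for *Glyma.06G312600*, 3.5e-11 for *Glyma.06G120400*, 1.3e-09 for *Glyma.09G022500* and 2.6e-11 for *Glyma.02G028400* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).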

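Between W82/USDA110 and *G. soja*/USDA110, 9485 of the 31228 genes tested were DEGs, 4731 upregulated and 4754 downregulated in W82. Over all genes tested, the CPM values of the 2 groups did not overlap for 65.1%, where chance gives 10%. With a test against a 2-fold change, the number of DEGs was 5553, and without a fold-change cutoff it was 14574. Genes with no counts or almost none in one host were among the largest changes. *Glyma.01G122502* was at 382 ± 112 CPM in W82/USDA110 and had no counts in *G. soja*, a difference of at least 2740-fold, and *Glyma.16G178500* was at least 878-fold higher in W82. *Glyma.08G166700* was at 873 ± 102 CPM in *G. soja*/USDA110 and had no counts in W82/USDA110, so that it was at least 5929-fold lower in W82, and *Glyma.06G306900* was at least 702-fold lower. Over both strains, 75 genes had at least 30 counts in each of the 6 W82 libraries and no more than 3 in any of the 6 *G. soja* libraries, and 39 genes showed the opposite. These numbers equal 1.59% of that of the upregulated DEGs and 0.820% of that of the downregulated DEGs.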

### Impacts of USDA110 and LVM105 on nodule transcriptome in wild soybean

We performed gene ontology (GO) terms enrichment analysis on the DEGs determined in the 3 comparisons mentioned above to associate potential biological processes with the observed nodule phenotypes. 

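Gene families were set by the product names of 2357 genes in the parts of Supplementary Tables 1 and 2 that were read. For *G. soja*, these parts hold 1442 genes that the authors called upregulated with USDA110 but only 556 downregulated ones, with the authors' log2 fold changes no lower than -1.33. For W82 they hold 444 upregulated genes with log2 fold changes of at least 5.54. The listed genes were thus picked by the direction and size of their change, so the counts below describe them alone and give neither the balance of directions in a family nor a test of enrichment. Among genes linked to jasmonic acid, all 6 listed TIFY (JAZ) genes were upregulated in USDA110-induced nodules of *G. soja*. The most abundant over the 12 libraries, *Glyma.16G010000*, was at 235 ± 8.52 CPM with USDA110 and 96.8 ± 5.19 CPM with LVM105, a log2 fold change of 1.26 (standard error 0.06, adjusted p = 2.1e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 18 listed WRKY genes, 12 were upregulated and 6 downregulated. The most abundant of these over the 12 libraries, *Glyma.13G370100*, rose from 12.6 ± 0.725 to 96.5 ± 5.59 CPM (log2 fold change 2.92, standard error 0.08, adjusted p = 2.2e-19 from the same test). Of the 5 listed ethylene-responsive transcription factor genes, 3 were upregulated and 2 downregulated. Of the latter, *Glyma.10G118900* (ERF105) had a log2 fold change of -1.10 (standard error 0.06). Receptor-like kinase genes had 27 listed members. Of the 22 that passed the low-count filter, 18 were upregulated and 3 downregulated. The same numbers were obtained in these 4 families with DESeq2's size factors and with scaling by library size alone. Against a 2-fold change, however, only 5 WRKY genes and 10 receptor-like kinase genes were called upregulated.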

The upregulated genes of the USDA110 vs LVM105 comparison in *G. soja* were enriched in genes related to plant response to wounding, response to jasmonic acid and ethylene stimuli, negative regulation of programmed cell death, systemic acquired resistance, indole glucosinolate biosynthetic process, iron ion transport, and transcriptional activity, for example (**Figure 6**). The downregulated genes were enriched in terms related to nucleosome assembly, DNA replication, regulation of cell cycle and lipid transport (**Figure 6**). 

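The 6 histone genes in the part of Supplementary Table 1 that was read, of which 4 encode histone H4, 1 histone H2A and 1 histone H2B, were all downregulated in USDA110-induced nodules of *G. soja* under each scaling method, with log2 fold changes between -1.43 and -1.08. The downregulated genes of that part are those with smaller changes, down to a log2 fold change of -1.33 by the authors, and were picked for this direction. The histone H4 gene *Glyma.20G083800*, the most abundant of the 6 over the 12 libraries, was at 31.4 ± 0.493 CPM with USDA110 and 65.3 ± 4.65 CPM with LVM105 (log2 fold change -1.08, standard error 0.07, adjusted p = 3.6e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Histone genes have near-identical copies, so the counts of single genes are uncertain. A DNA polymerase epsilon gene, *Glyma.16G218700*, was at 0.973 ± 0.252 and 2.50 ± 0.286 CPM, respectively, with a log2 fold change of -1.38 (standard error 0.27). The cyclin-dependent kinase gene *Glyma.07G021100* (CDKB1-2) had a log2 fold change of -1.42 (standard error 0.21). Of the 2 listed lipid transfer protein genes, *Glyma.18G005800* was downregulated (log2 fold change -1.30) and *Glyma.06G136200* upregulated (log2 fold change 1.70, standard error 0.06).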

KEGG pathway analysis revealed enrichment of various pathways among the upregulated genes, including diterpenoid biosynthesis, glucosinolate biosynthesis, and carotenoid biosynthesis (**Figure 7**). The downregulated genes were enriched in pathway related to terpenoid biosynthesis, flavonoid biosynthesis, and biosynthesis of amino acids (**Figure 7**). 

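Of the 5 listed genes for phenylpropanoid and flavonoid enzymes, 1 was upregulated and 4 were downregulated in USDA110-induced nodules of *G. soja*. The upregulated gene, *Glyma.17G171000*, encodes a caffeoyl-CoA O-methyltransferase and had a low expression of 1.20 CPM with USDA110 and 0.326 CPM with LVM105. The phenylalanine ammonia-lyase gene *Glyma.10G058200* fell from 249 ± 16.2 CPM with LVM105 to 122 ± 8.98 CPM with USDA110, a log2 fold change of -1.05 (standard error 0.07, adjusted p = 1.7e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other 3 downregulated genes were *Glyma.11G010500* (4-coumarate-CoA ligase, log2 fold change -1.18) and the chalcone-flavonone isomerase genes *Glyma.06G143000* (-1.21) and *Glyma.20G241500* (-1.33). The part of Supplementary Table 1 that was read holds only downregulated genes with smaller changes, so genes with larger ones are not among the 5.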

Notably, the biosynthesis of secondary metabolites and phenylpropanoid biosynthesis pathways were significantly enriched among both upregulated and downregulated genes, reflecting the complex regulation of these pathways in fully-developed nodules. Despite both LVM105 and USDA110 are able to induce the formation of functional nodules in *G. soja*, these biological processes and pathways may contribute to various aspects of symbiotic interactions as well as nodule differentiation, development, and senescence.

**Figure 6:**
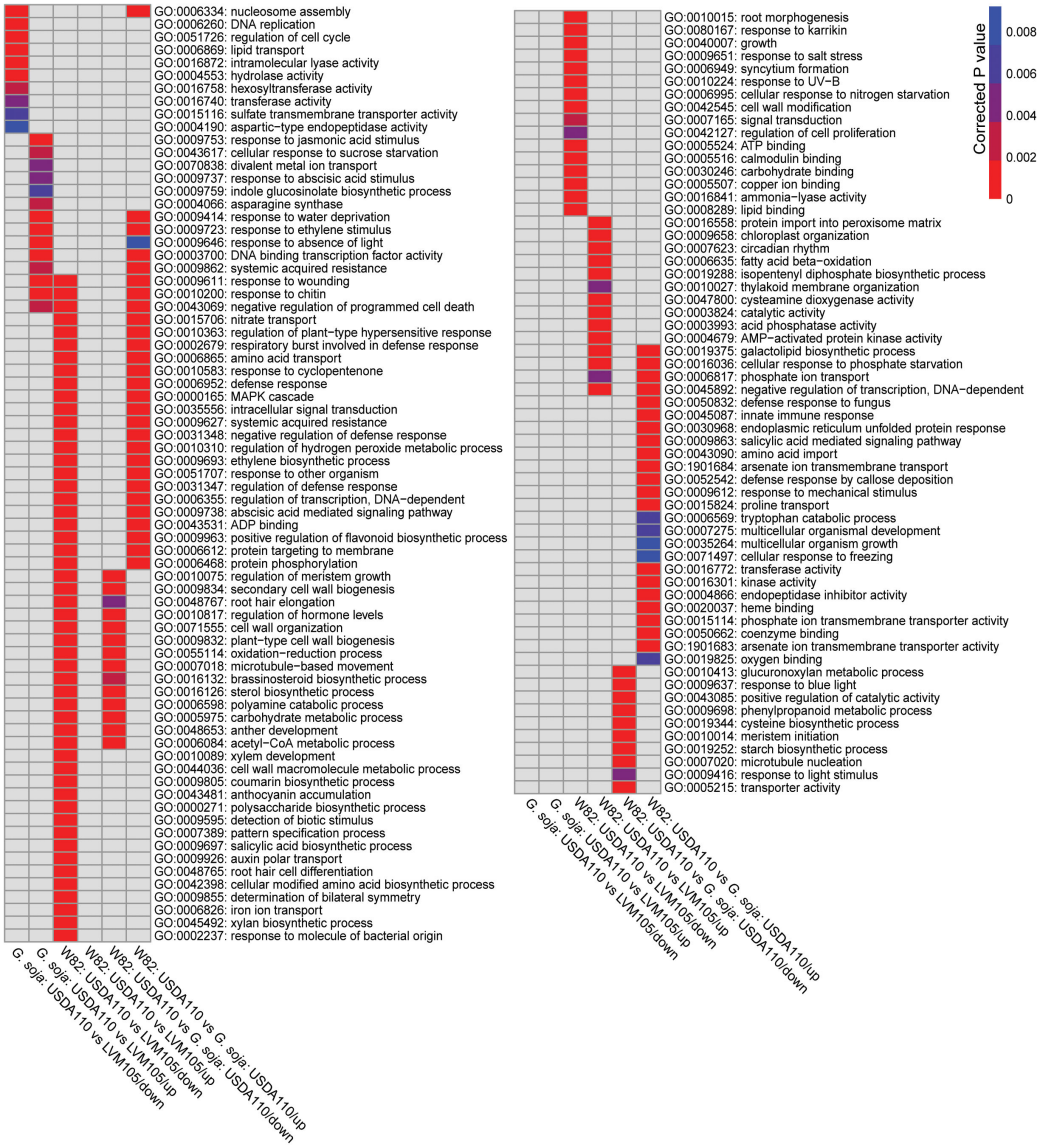
Heatmap representation of significantly enriched gene ontology (GO) terms among the significantly upregulated and downregulated genes in various comparisons. Significantly enriched GO terms among up- and downregulated genes of the indicated comparisons were determined using the GO Term Enrichment Tool at SoyBase (https://soybase.org) with an adjusted P-value less than 0.01 for significance.

**Figure 7:**
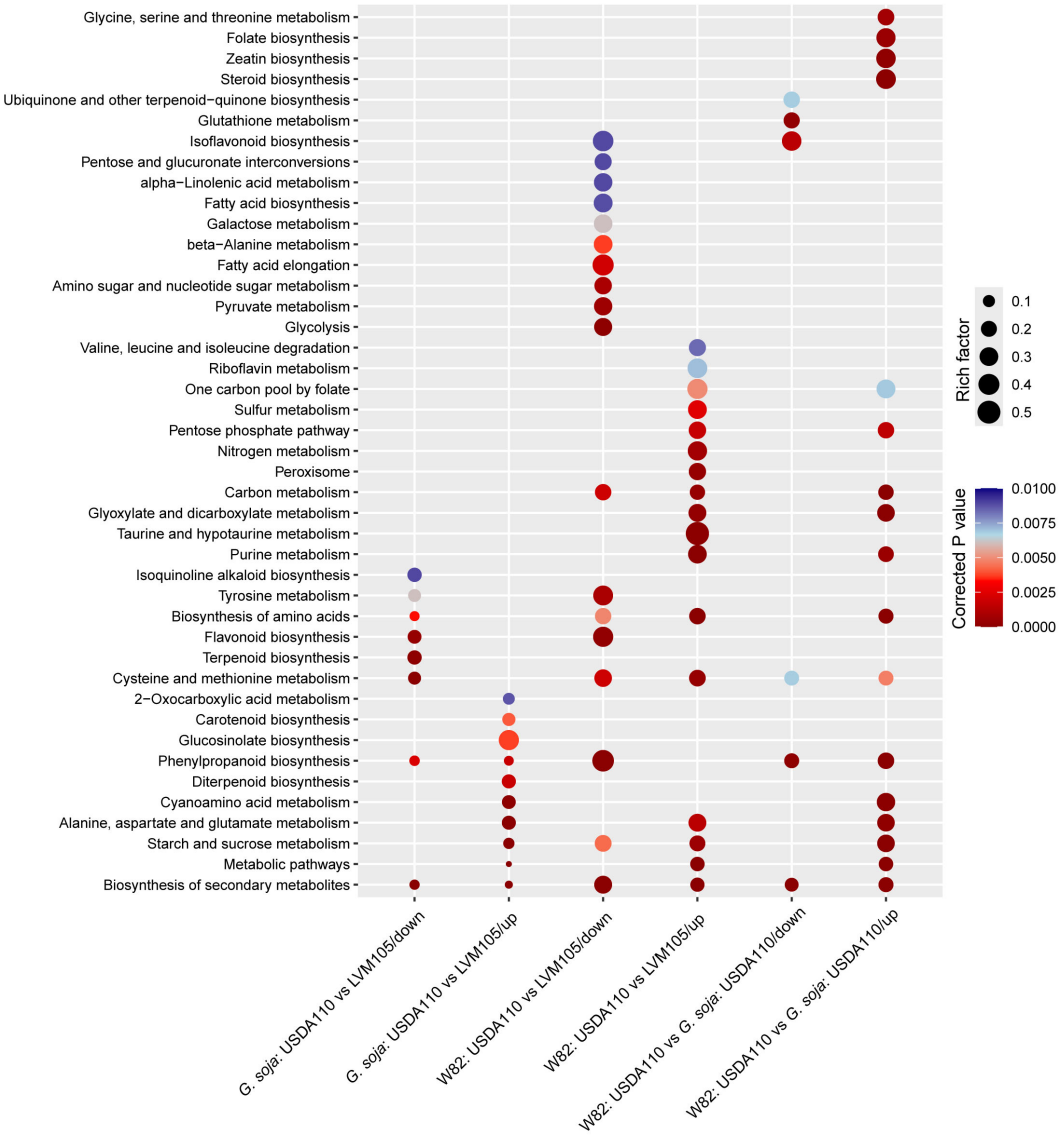
Bubble plot representation of significantly enriched KEGG pathways among the significantly upregulated and downregulated genes in various comparisons. KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analysis was performed using KOBAS web server (http://bioinfo.org/kobas) with a corrected P value cut off of 0.01 for significance. Color bar on the right represents the corrected P values. Bubble size represents the rich factor, which is the ratio of the number of significantly upregulated or downregulated genes in a given pathway to the number of background genes annotated in this pathway.

### Impacts of USDA110 and LVM105 on nodule transcriptome in cultivated soybean

The upregulated genes of the USDA110 vs LVM105 comparison in Williams 82 were enriched in terms related to galactolipid biosynthetic process, protein import into peroxisome matrix, circadian rhythm, and cysteamine dioxygenase activity, for example (**Figure 6**). Unlike the upregulated genes, a large number of significantly overrepresented GO terms were identified among the downregulated genes. This included, for instance, terms related to protein phosphorylation, regulation of meristem growth, protein targeting to membrane, xylem development, root hair elongation, amino acid transport, secondary cell wall biogenesis, and regulation of hormone levels. 

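Members of each family were again those in the parts of Supplementary Tables 1 and 2 that were read, picked by their change in *G. soja* or by a strong increase in W82, so they are not a sample of the W82 DEGs. Of the 24 listed receptor-like kinase genes tested in W82, 9 were downregulated and 5 upregulated in USDA110-induced nodules. With scaling by library size alone, 11 were downregulated and 5 upregulated. *Glyma.06G110700*, the most abundant of the family over the 12 libraries of both hosts, was at 60.3 ± 7.40 CPM in W82/USDA110 and 153 ± 13.7 CPM in W82/LVM105 (log2 fold change -1.32, standard error 0.13, adjusted p = 2.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 4 listed amino acid transporter genes were divided. *Glyma.13G031600* (amino acid permease 2) was downregulated with a log2 fold change of -2.27, and *Glyma.02G098251* (lysine histidine transporter-like 6), listed for its increase in W82, had a log2 fold change of 6.04 (standard error 0.43).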

Interestingly, among the downregulated genes, we also found several related to defense responses, including regulation of plant-type hypersensitive response, systemic acquired resistance, response to chitin, respiratory burst involved in defense response, MAPK cascade, and detection of biotic stimulus. Thus, upregulation of defense and immunity related genes in the LVM105-indcued non-functional nodules on Williams 82 roots may be contributed to the incompatibility of LVM105–Williams 82 interactions. 

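The listed WRKY and TIFY genes were picked by their change in *G. soja*. In W82, 8 of the 15 listed WRKY genes tested were downregulated in USDA110-induced nodules, which is to say higher in the LVM105-induced pseudonodules, and 1 was upregulated. With scaling by library size alone the numbers were 9 and 1. *Glyma.13G370100* was at 179 ± 23.4 CPM in the pseudonodules and 27.7 ± 3.04 CPM in W82/USDA110, a log2 fold change of -2.67 (standard error 0.14, adjusted p = 4.3e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its change was thus opposite to that in *G. soja*, and the test of the difference between the hosts gave an adjusted p of 4.7e-16. Among the listed disease resistance genes, 3 were downregulated and 1, listed for its increase in W82, was upregulated. The TIR-NBS-LRR gene *Glyma.18G127900* reached 103 ± 12.0 CPM in the pseudonodules against 18.3 ± 6.91 CPM in W82/USDA110 (log2 fold change -2.48, standard error 0.23). Of the 6 listed TIFY genes, *Glyma.05G141200* (log2 fold change -3.10) and *Glyma.17G047700* (-1.19) were downregulated. The others, among them the most abundant, *Glyma.16G010000* (-0.70), were not DEGs in W82. From the higher expression of defense-related genes in the pseudonodules, the paper proposes that these genes contribute to the incompatibility between LVM105 and W82.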

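Purine synthesis leads to ureides, the form in which soybean nodules export fixed nitrogen. Of the 2 listed amidophosphoribosyltransferase genes, *Glyma.04G007300* was listed because the authors found it strongly upregulated in W82/USDA110, so its direction was fixed by this choice. It was at 1575 ± 208 CPM, against 22.8 ± 2.49 CPM in the pseudonodules of W82/LVM105 (log2 fold change 6.14, standard error 0.16, adjusted p = 3.5e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other, *Glyma.09G222600*, listed for its change in *G. soja*, was at 1.16 and 0.125 CPM and had a log2 fold change of 3.18.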

KEGG pathway analysis indicated that purine metabolism, biosynthesis of amino acids, biosynthesis of secondary metabolites, taurine and hypotaurine metabolism, glyoxylate and dicarboxylate metabolism, and metabolism of nitrogen were the most significantly enriched pathways among the upregulated genes (**Figure 7**). 

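Phenylalanine ammonia-lyase catalyses the entry step of the phenylpropanoid pathway. Its gene *Glyma.10G058200* was at 151 ± 22.7 CPM in W82/USDA110 and 1077 ± 89.1 CPM in the pseudonodules, a log2 fold change of -2.81 (standard error 0.14, adjusted p = 2.9e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Glyma.11G010500* (4-coumarate-CoA ligase) and *Glyma.20G241500* (chalcone-flavonone isomerase) had log2 fold changes of -2.23 and -2.29. *Glyma.06G143000*, with -0.99, was past the 2-fold cutoff with scaling by library size alone.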

Biosynthesis of secondary metabolites, phenylpropanoid biosynthesis, glycolysis, flavonoid biosynthesis and pyruvate metabolism pathways were the most significantly enriched among the downregulated genes (**Figure 7**).

### Differential nodule transcriptome between cultivated and wild soybean

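Between W82/USDA110 and *G. soja*/USDA110, 7 of the 18 listed WRKY genes were upregulated and 5 downregulated in W82. The listed genes were picked by their change between the strains, in libraries that the comparison of hosts shares. Each WRKY gene listed as downregulated with USDA110 in *G. soja* was upregulated here. Each one downregulated here was listed as upregulated there. The counts for this and the other families compared between hosts thus partly follow from the choice of genes. Of the listed receptor-like kinase genes, 10 were upregulated and 5 downregulated, and both counts were equal under the 3 scaling methods. *Glyma.06G110700* was among the upregulated ones, with a log2 fold change of 1.62 (standard error 0.13, adjusted p = 1.8e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The disease resistance gene *Glyma.18G127900* was also higher in W82 (log2 fold change 1.82, standard error 0.25), whereas the WRKY gene *Glyma.13G370100* was lower (-1.80, standard error 0.12).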

The differentially upregulated genes between the functional nodules formed on Williams 82 and *G. soja* after inoculation with USDA110 were enriched in genes involved in various aspects of defense responses, including response to chitin, respiratory burst involved in defense response, oxidation-reduction process, regulation of plant-type hypersensitive response, MAPK cascade, and systemic acquired resistance (**Figure 6**). Terms related to negative regulation of defense response and negative regulation of programmed cell death were also found among the upregulated genes (**Figure 6**), indicative of various regulatory signals controlling defense responses during nodulation.

The upregulated gene list was also significantly enriched in genes related to protein phosphorylation, protein targeting to membrane, regulation of flavonoid biosynthetic process, galactolipid biosynthetic process, and signaling pathways mediated by abscisic acid, ethylene, and salicylic acid (**Figure 6**). In addition, various cellular transport processes, including nitrate, amino acid, and phosphate transport were significantly overrepresented among the upregulated genes (**Figure 6**). 

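The listed phosphate transporter genes were picked for a strong increase with USDA110 in W82, which favors a higher level in W82/USDA110 in the comparison of hosts. *Glyma.10G036800* (phosphate transporter 5) was at 186 ± 19.2 CPM in W82/USDA110 and 50.1 ± 2.62 CPM in *G. soja*/USDA110, a log2 fold change of 1.90 (standard error 0.11, adjusted p = 1.7e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the others, *Glyma.20G204100* and *Glyma.10G186400* were upregulated as well, at 1.18 and 4.04 CPM in W82/USDA110. *Glyma.13G040200*, at 0.908 CPM there, did not pass the low-count filter and was not tested. Both listed nitrate transporter genes were downregulated in W82. *Glyma.08G037200* (NPF 1.2) was at 142 ± 3.74 CPM, against 356 ± 6.93 CPM in *G. soja*/USDA110 (log2 fold change -1.32, standard error 0.10), and *Glyma.10G296600* (NPF 7.1), listed for its increase with USDA110 in *G. soja*, had a log2 fold change of -2.42. None of the 4 listed amino acid transporter genes was upregulated and 2 were downregulated, *Glyma.02G253200* (log2 fold change -1.98) and *Glyma.02G098251* (-3.31, standard error 0.18). These counts were equal under the 3 scaling methods.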

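All 4 listed kinesin genes, which encode microtubule motor proteins, were downregulated in W82/USDA110 relative to *G. soja*/USDA110 under each scaling method. *Glyma.13G310700* was at 4.08 ± 0.551 and 16.8 ± 0.836 CPM, respectively, a log2 fold change of -2.04 (standard error 0.15, adjusted p = 1.3e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Only 2 of the 4 passed a test against a 2-fold change. The 4 were listed for their change between the strains in *G. soja*. Of the 4 listed secondary cell wall genes, the laccase genes *Glyma.18G197400* (log2 fold change -5.52) and *Glyma.07G134100* (-4.07) were downregulated. *Glyma.11G193500* (IRX7) did not change by 2-fold (0.52, standard error 0.15).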

The most significantly enriched terms among the downregulated genes were those related to regulation of meristem growth, cell wall biogenesis, secondary cell wall biogenesis, oxidation-reduction process, and microtubule-based movement (**Figure 6**). The activity of these biological processes may determine nitrogen fixation capacity in *G. max* and *G. soja*.

KEGG pathway analysis indicated that carbon metabolism, starch and sucrose metabolism, biosynthesis of amino acids, and glyoxylate and dicarboxylate metabolism were significantly enriched among the upregulated genes (**Figure 7**). 

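The 3 listed glutathione S-transferase genes differed in direction between the hosts. *Glyma.06G117800* was downregulated in W82/USDA110 relative to *G. soja*/USDA110 (log2 fold change -1.30), *Glyma.08G118700* did not pass the cutoff (0.42), and *Glyma.10G047750* was upregulated at 11.7 ± 4.35 against 3.03 ± 0.262 CPM (1.95, standard error 0.27, adjusted p = 3.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).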

Glutathione metabolism, isoflavonoid biosynthesis, and biosynthesis of terpenoid-quinones were significantly enriched pathways among the downregulated genes (**Figure 7**). Importantly, biosynthesis of secondary metabolites, cysteine and methionine metabolism, and phenylpropanoid biosynthesis pathways were similarly enriched among the up-and downregulated genes (**Figure 7**), suggesting tight regulation of these pathways during nodulation.

### Differential expression patterns of symbiotic genes in mature nodules elicited by USDA110 and LVM105 in cultivated and wild soybeans

To further understand the molecular mechanisms regulating the symbiotic interactions between soybean and USDA110 and LVM105, we examined the expression patterns of 241 soybean genes known to be required for symbiotic nitrogen fixation (Roy et al., 2020). 

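The text of the paper names 20 symbiotic genes by identifier, 4 from the comparison of strains in *G. soja* and 16 from that in W82, and only these were examined here. In *G. soja*, 6 of the 20 were DEGs, and the adjustment over the 20 genes alone gave the same number. Without a fold-change cutoff the number was 13, and against a 2-fold change it was 3. Of the 4 genes from the *G. soja* comparison, 2 were DEGs. *Glyma.18G191800* (NODULIN 5) was at 15.3 ± 2.09 CPM with USDA110 and 65.0 ± 1.49 CPM with LVM105, a log2 fold change of -2.11 (standard error 0.08, adjusted p = 2.5e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Glyma.10G198700* (RPG) was at 15.1 ± 1.01 and 35.2 ± 4.15 CPM (log2 fold change -1.25, standard error 0.09, adjusted p = 6.6e-11 from the same test). *Glyma.09G063900* (CYTOKININ OXIDASE) had a log2 fold change of 0.61 (standard error 0.10, adjusted p = 1.5e-05 from the same test), and *Glyma.05G172600* (ACTIN RELATED PROTEIN) one of -0.52 (standard error 0.10, adjusted p = 0.0002 from the same test). Both changes were past the false discovery rate but not 2-fold.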

The expression patterns of these genes in functional nodules induced by USDA110 and LVM105 in *G. soja* were very similar with only 4 genes showing differential expression, suggesting that nodulation signaling pathways induced by USDA110 and LVM105 in mature functional nodules in *G. soja* are quite similar. These genes are involved in rhizobial infection (*Glyma.18G191800* and *Glyma.10G198700*), nodule organogenesis (*Glyma.09G063900*), and symbiosome formation (*Glyma.05G172600*0) (**Supplementary Figure 2A**). However, when the expression patterns of the 241 symbiotic genes were examined in the functional and non-functional nodules elicited, respectively, by USDA110 and LVM105 in Williams 82, a set of 24 genes exhibited differential expression (**Supplementary Figure 2**). 

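Among the 16 genes named for W82, 4 were DEGs between the strains in *G. soja* as well. The KNOX gene *Glyma.04G064100* was at 175 ± 7.28 CPM with USDA110 and 78.2 ± 3.52 CPM with LVM105 (log2 fold change 1.13, standard error 0.06), and *Glyma.08G076300* (SEN1) at 867 ± 90.6 and 382 ± 37.3 CPM (1.15, standard error 0.07). *Glyma.03G050100* (FER3) was at 2.97 ± 0.639 and 13.8 ± 0.251 CPM (-2.24, standard error 0.15), and *Glyma.14G130000* (MOT1.3) at 2.83 ± 0.282 and 10.5 ± 1.11 CPM (-1.91, standard error 0.15). With each *G. soja* library left out in turn, 6 of the 20 genes were DEGs every time, and the log2 fold change of *Glyma.09G063900* stayed between 0.55 and 0.71.

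**Figure D1:**
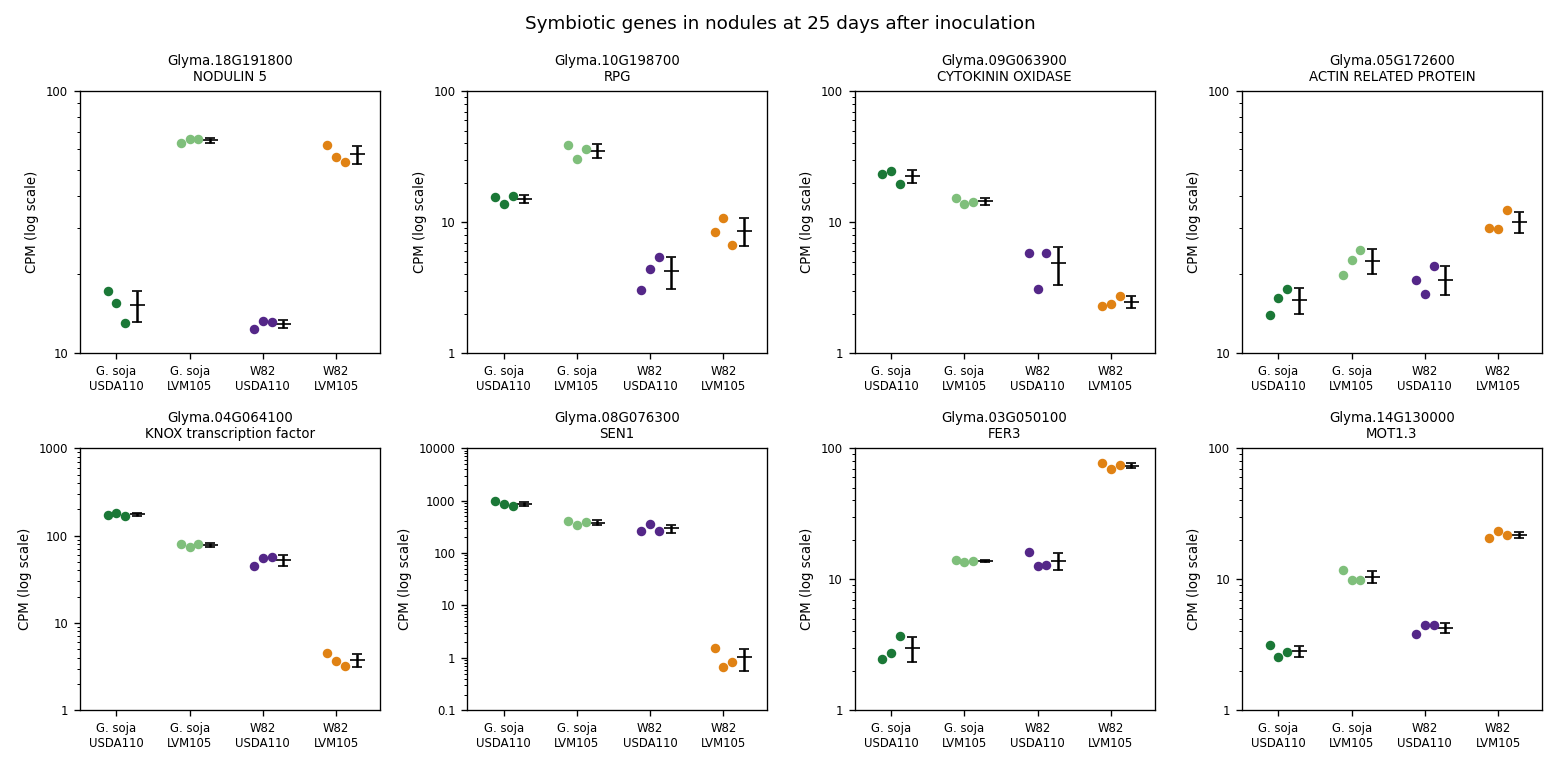
CPM on a log axis of 8 symbiotic genes named by the paper in the 4 groups of nodules. Each point is 1 of the 3 libraries of a group, and the bar beside the points gives the mean and SD. *Glyma.09G063900* and *Glyma.05G172600* differed by less than 2-fold between the strains in *G. soja*, and the other 6 genes by more.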

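Of the 24 genes, the 16 that the text names by identifier were examined here. All 16 were DEGs in W82, in the direction the paper gives, 10 higher and 6 lower in USDA110-induced nodules. *Glyma.18G191800* and *Glyma.09G063900*, named for *G. soja*, were DEGs as well, so that 18 of the 20 named genes were called. With scaling by library size alone 17 were called, among them 15 of the 16, and against a 2-fold change 14. The largest change was that of SEN1 (*Glyma.08G076300*), a gene required for nitrogen fixation, at 296 ± 51.3 CPM in W82/USDA110 and 1.03 ± 0.470 CPM in the pseudonodules (log2 fold change 8.21, standard error 0.25, adjusted p = 6.9e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Glyma.10G210000* (SYNAPTOTAGMIN) was at 204 ± 3.68 and 2.71 ± 0.0576 CPM (6.25, standard error 0.14), and *Glyma.07G088200* (SST1) at 35.6 ± 3.20 and 0.954 ± 0.750 CPM (5.30, standard error 0.33). *Glyma.09G063900* was barely past the cutoff, with a log2 fold change of 1.01 (standard error 0.27, adjusted p = 0.0055 from the same test) that ranged from 0.89 to 1.27 with each library left out in turn, and it was not called with all 12 libraries in one fit, with the replicate number as a block, with scaling by library size alone or with apeglm-shrunken fold changes. Another change close to the cutoff was that of *Glyma.15G140000* (CYTOKININ OXIDASE 3), with a log2 fold change of 1.13 (standard error 0.19), or 0.92 to 1.27 with one library left out. RPG (*Glyma.10G198700*) fell just short of the cutoff, with -0.99 (standard error 0.24), or -1.17 to -0.75 with one library left out.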

Interestingly, the expression of these 24 genes in the functional nodules induced by USDA110 in Williams 82 showed the same patterns in the functional nodules induced by USDA110 and LVM105 in *G. soja* (**Supplementary Figure 3**), suggesting that the activity of these genes is linked to nodule functionality at mature stage. This gene set included several transcription factors, transporters, membrane proteins, oxidoreductases, and kinases, which are involved in various aspects of symbiosis (**Supplementary Figure 3**, **Supplementary Table 4**).

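Each functional group was compared with the W82/LVM105 pseudonodules over all 12 libraries. All 16 genes passed the thresholds in the same direction in the 3 comparisons, 10 higher and 6 lower in functional nodules. The authors had picked these genes for their change between W82/USDA110 and W82/LVM105 in the same libraries, so this choice fixed the outcome of that comparison. The comparisons of the *G. soja* groups used the same pseudonodule libraries as reference. For the 10 higher genes, the log2 fold change was between 1.11 and 8.19 in W82/USDA110, between 1.60 and 9.74 in *G. soja*/USDA110 and between 1.49 and 8.56 in *G. soja*/LVM105. For the 6 lower genes, it was between -3.14 and -1.28, -4.62 and -1.74, and -3.81 and -1.06, respectively. The highest adjusted p among these values was 1.4e-06 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against a 2-fold change 12 of the 16 genes passed in all 3 comparisons, and with scaling by library size alone 15. Host and nodule type both differed between the *G. soja* groups and the pseudonodules. The levels in the functional nodules were not equal, since 8 of the 16 genes were DEGs between W82/USDA110 and *G. soja*/USDA110. Of these 8, only FER3 (*Glyma.03G050100*) was higher in W82, with a log2 fold change of 2.22. The largest fall was that of SymREM (*Glyma.08G012800*), with -3.31. From the shared pattern of these genes in the functional nodules of both hosts, the paper proposes that their activity is linked to the function of mature nodules.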

## Discussion

Wild soybean species tends to exhibit greater genetic diversity compared to cultivated soybeans and possess adaptive traits that allow them to grow in nitrogen-poor soils and under other environmental stress conditions. These adaptive traits may enable wild soybeans to associate with a broader range of rhizobia strains compared to cultivated soybeans (Ma et al., 2019). Our data support this view as both USDA110 and LVM105 strains can effectively nodulate *G. soja* but only USDA110 can form effective symbiotic relationships with the cultivated soybean Williams 82. Anatomical comparison between the nodules induced by USDA110 and LVM105 in *G. soja* revealed strikingly similar structural features. However, one key difference lies in the appearance of bacteroids within these nodules. Specifically, LVM105 bacteroids contained a spherical, dark-staining inclusion that was absent in USDA110 bacteroids. Further studies are needed to identify the origins and functions of these spherical inclusions. In contrast to *G. soja*, the nodules formed by LVM105 and USDA110 on Williams 82 exhibited significant structural disparities. While USDA110 induced functional nodules on Williams 82, LVM105 led to the formation of pseudonodules devoid of rhizobia. Notably, in model legumes, cytokinin, a plant hormone, has been shown to be sufficient for pseudonodule induction (Gauthier-Coles et al., 2019). It is plausible that LVM105 inoculation triggers hormonal changes, resulting in specific root cortical proliferation in Williams 82. This possibility is supported with our RNA-seq data showing significant enrichment of various GO terms associated with hormone biosynthetic and signaling pathways among the upregulated genes identified in the pseudonodules as compared with the USDA110-formed nodules in Williams 82 (**Figure 6**). These terms included regulation of hormone levels, auxin polar transport, ethylene biosynthetic process, brassinosteroid biosynthetic process, salicylic acid biosynthetic process, and abscisic acid mediated signaling pathway (**Figure 6**). Furthermore, LVM105-formed nodules on Williams 82 consisted of actively dividing parenchymatous cells containing large central vacuoles. Our ultrastructural analysis revealed prominent secondary cell wall thickening in these cells, which may indicate defense responses. Transcriptome data further support this possibility, showing significant overrepresentation of GO terms related to secondary cell wall biogenesis, cell wall organization and biogenesis, and xylan biosynthetic process among the upregulated genes in LVM105-formed pseudonodules when compared with the functional USDA110-elicited nodules (**Figure 6**).

The broader specificity of wild soybeans to a wide range of rhizobia strains may suggest that *G. soja* undergoes comparable transcriptome reprogramming in response to various rhizobia strains. However, our RNA-seq data revealed that USDA110 and LVM105 induce distinct transcriptome programing in mature nodules formed on *G. soja* roots as exemplified by the identification of 3173 DEGs (**Supplementary Table 1**). While genes involved in nucleosome assembly, DNA replication, regulation of cell cycle, and lipid transport were significantly enriched among the upregulated genes in LVM105*-*induced nodules, genes involved in response to jasmonic acid and ethylene stimuli, negative regulation of programmed cell death, systemic acquired resistance, and indole glucosinolate biosynthetic process were significantly enriched among the upregulated genes in the USDA110*-*induced nodules (**Figure 6**). Nucleosome assembly, DNA replication, and regulation of cell cycle are critical cellular processes for nodule organogenesis and development, which involve complex and coordinated changes in cell division, differentiation, and tissue organization (Foucher and Kondorosi, 2000; Murray, 2016). Cell cycle mechanism therefore appears to play a key role in coordinating these processes to ensure proper development of nodules. The upregulation of defense-related genes as well as jasmonic– and ethylene–responsive genes in the USDA110*-*induced nodules could be a control mechanism to regulate the proliferation and differentiation of cells within the nodules, and hence the balance between accommodating rhizobia and limiting their growth and colonization to support efficient nitrogen fixation. The activation of defense response may also contribute to limiting the proliferation of non-symbiotic bacteria in the rhizosphere without activating full-scale immune responses that could impede symbiotic interactions and nodule functions (Gourion et al., 2015).

The transcriptome comparison between the functional and nonfunctional nodules induced, respectively, by USDA110 and LVM105 in Williams 82 pointed to key biological processes and molecular functions that differentiate between functional and nonfunctional nodules. For example, our data indicate that cell wall biogenesis and organization, xylem development and biosynthetic process, and secondary cell wall biogenesis are activated in non-functional nodules. These processes may simply reflect proliferation and differentiation of cells of the “popcorn nodules” without the formation of infection thread and bacteroids. 

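Of the 3 listed secondary cell wall genes that could be tested in W82, picked because they were downregulated with USDA110 in *G. soja*, all were lower in W82/USDA110 than in the pseudonodules under each scaling method. *Glyma.11G193500* (IRX7), a glucuronoxylan glucuronosyltransferase gene, was at 12.7 ± 1.80 CPM in W82/USDA110 and 34.0 ± 2.28 CPM in the pseudonodules (log2 fold change -1.40, standard error 0.14, adjusted p = 1.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The laccase genes *Glyma.02G261600* and *Glyma.07G134100* were at 4.49 and 1.49 CPM in the pseudonodules, with log2 fold changes of -2.61 and -4.07.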

Alternatively, the activation of genes involved in cell wall biogenesis and organization may constitute part of a defense mechanism that involves strengthening the cell walls to prevent further invasion by non-compatible rhizobium strains and maintain structural integrity. This suggestion is supported by the enrichment of various GO terms associated with defense response among the upregulated genes identified in the LVM105-indcued non-functional nodules in Williams 82.

Our analysis also revealed a downregulation of GO terms related to isopentenyl diphosphate biosynthetic process, AMP-activated protein kinase (AMPK) activity, chloroplast organization, thylakoid membrane organization, and cysteamine dioxygenase activity in non-functional nodules. Plants use the isopentenyl diphosphate biosynthetic process to create isopentenyl diphosphate (IPP) and dimethylallyl diphosphate (DMAPP), which are essential for the biosynthesis of isoprenoids. Isoprenoids are precursors for phytohormones such as gibberellic acids, cytokinins, and abscisic acid, which have been shown to play key roles in root nodulation and nodule organogenesis (Ryu et al., 2012; Breakspear et al., 2014; van Zeijl et al., 2015; Ali et al., 2021; Kildegaard et al., 2021). Besides hormone biosynthesis, isoprenoids also contribute to different aspects of cellular energy production (Giraud and Fleischman, 2004). Therefore, the downregulation of genes involved in the biosynthesis of isoprenoids can have a significant impact on nodulation by limiting cellular energy production and hormone synthesis. Limiting cellular energy in non-functional nodules is not only reflected by downregulation of the biosynthesis isoprenoids but also by the downregulation of AMPKs, which act as the primary sensors of cellular energy status (Hardie, 2011; Garcia and Shaw, 2017). The downregulation of GO terms related to chloroplast organization and thylakoid membrane organization is intriguing despite the fact that nodules typically lack chloroplasts and active photosynthesis. Further studies are needed to elucidate the specific functions of these genes and their contributions to nodule development and function. Considering that protecting cells from oxidative damage and scavenging reactive oxygen species (ROS) are critical for nodule development and function (Becana et al., 2000; Cao et al., 2017; Roy et al., 2020), downregulation of genes involved in cysteamine dioxygenase activity might also contribute to the formation of non-functional nodules. Together, our analysis indicates that activation of genes associated with cell wall biogenesis and organization and various aspects of defense response and immunity together with downregulation of genes involved in the biosynthesis of isoprenoids and antioxidant stress are associated with the formation of non-functional nodules on Williams 82 roots.

Our comparative transcriptome analysis of the functional nodules induced by USDA110 in *G. soja* and Williams 82 pointed to important characteristics of fully-developed nodules in wild and cultivated soybeans. The analysis revealed that genes involved in oxygen binding, amino acid transport, and nitrate transport were significantly enriched and highly expressed in the USDA110-indcued nodules in Williams 82 relative to that formed on *G. soja.* This is consistent with the general trend that nitrogen fixation capacity in various cultivated soybean varieties exceed wild soybeans regardless of the rhizobial strains used (Muñoz et al., 2016). 

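Leghemoglobin is the oxygen-binding protein that the paper names as an example, and 4 genes for it were listed. The paper's statement rests on the enrichment of a whole class of genes. These 4 are only a part of that class and cannot test the enrichment. Leghemoglobin A (*Glyma.10G199100*) was at 20908 ± 6913 CPM in W82/USDA110 and 22067 ± 1651 CPM in *G. soja*/USDA110, a log2 fold change of -0.07 (standard error 0.19, adjusted p = 0.76 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its sign depended on W82/USDA110 replicate 3, without which the log2 fold change was 0.18. Leghemoglobin C1 (*Glyma.10G199000*) had a log2 fold change of 0.32 (standard error 0.19) and leghemoglobin C2 (*Glyma.20G191200*) one of -0.34 (standard error 0.17). Neither difference was significant. Leghemoglobin C3 (*Glyma.10G198800*) was lower in W82, at 3081 ± 810 against 6850 ± 328 CPM (-1.15, standard error 0.16, adjusted p = 3.4e-05 from the same test). No leghemoglobin gene was upregulated in W82/USDA110 relative to *G. soja*/USDA110 under any setting tried. The 4 genes are close copies, so the division of reads among them is uncertain.

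**Figure D2:**
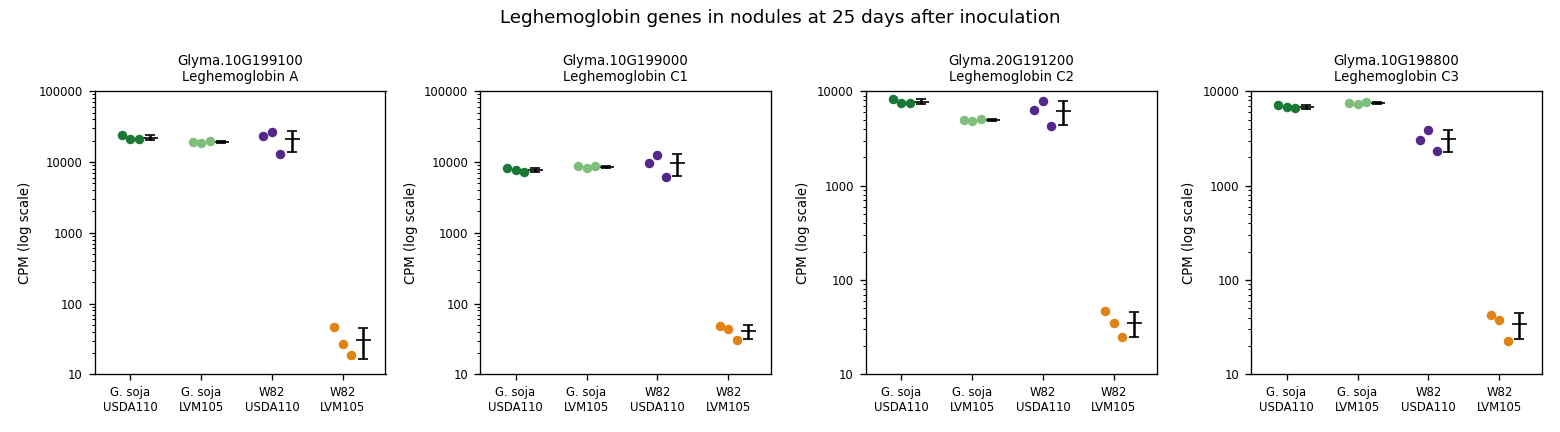
CPM on a log axis of the 4 leghemoglobin genes in the 4 groups of nodules. Each point is 1 of the 3 libraries of a group, and the bar beside the points gives the mean and SD. Leghemoglobin A was at 20908 CPM in W82/USDA110, 22067 CPM in *G. soja*/USDA110 and 30.8 CPM in the W82/LVM105 pseudonodules.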

In this context, increased activity of oxygen-binding proteins such as leghemoglobin in the nodules is expected to sustain the symbiotic relationships by creating a microaerobic environment to protect the activity of nitrogenase enzymes from oxygen inhibition, thereby facilitating effective nitrogen fixation capability (Kuzma et al., 1993; Ott et al., 2005; Larrainzar et al., 2020). This anticipated effective nitrogen fixation capability appeared to be associated with increased kinase activity, signal transduction pathways mediated by abscisic acid, ethylene, and salicylic acid, consistent with the demonstrated roles of these signaling pathways in nodule formation and development (Lin et al., 2020; Roy et al., 2020; Luo et al., 2023). The activation of defense and immunity genes in fully-developed and functional nodules may seem counterintuitive considering that nodules are sites of symbiotic interactions. However, the establishment and maintenance of symbiotic interactions may require active regulation of plant defense responses in order to monitor and control the microbial populations within the nodules and prevent secondary infection, thereby ensuring the integrity and functionality of nodules for nitrogen fixation (Gourion et al., 2015). Additionally, there is growing evidence of cross-talk between nodulation signaling pathways and defense signaling pathways mediated by ethylene and salicylic acid (Lopez-Gomez et al., 2012; Zipfel and Oldroyd, 2017; Yu et al., 2019; Roy et al., 2020), and this cross-talk may fine-tune the symbiotic interactions and optimize nodule development and nitrogen fixation activity. KEGG pathway analysis also revealed that differential expression of highly enriched genes related to the biosynthesis and metabolism of various amino acids, zeatin biosynthesis, isoflavonoid biosynthesis, glyoxylate and dicarboxylate metabolism, folate biosynthesis, and starch and sucrose metabolism may also contribute to differences in symbiotic nitrogen fixation between wild and cultivated soybeans given the reported functions of these pathway in establishing the symbiotic interactions in various leguminous plants (Prell and Poole, 2006; Subramanian et al., 2007; Gamas et al., 2017; Roy et al., 2020; Lyu et al., 2022; Piya et al., 2023).

Analyzing the expression patterns of 241 soybean genes known to be essential for symbiosis (Roy et al., 2020) revealed that nodulation signaling pathways induced by USDA110 and LVM105 in mature functional nodules in *G. soja* are comparable. Only 4 genes encoding CYTOKININ OXIDASE (Glyma.09G063900), RHIZOBIUM-DIRECTED POLAR GROWTH (RPG, Glyma.10G198700), ACTIN RELATED PROTEIN (Glyma.05G172600), and NODULIN 5 (Glyma.18G191800) showed distinct expression in the functional nodules induced by USDA110 and LVM105 in *G. soja*. Despite the limited number, the reported functions of these genes in various aspects of symbiosome and nodule development (Arrighi et al., 2008; Pii et al., 2012; Gavrin et al., 2015; Reid et al., 2016) suggest that genetic differences in Rhizobium strains can influence the expression of symbiotic genes with functions related to nodule development and nitrogen fixation.

Our analysis also resulted in the identification of 24 symbiotic genes that can differentiate between functional and nonfunctional nodules. Among these genes we found three KNOX homeodomain transcription factors (*Glyma.06G065200*, *Glyma.04G064100*, and *Glyma.14G112400*), and the CYTOKININ OXIDASE 3 (*Glyma.15G140000*), which function in nodule development (Di Giacomo et al., 2017; Reid et al., 2016). The gene list also included *SYNAPTOGAMIN* (*SYT1/2/3*, *Glyma.10G210000*), *SYMBIOTIC REMORIN1* (*SymREM*, *Glyma.08G012800*), *SYNTAXIN OF PLANTS 132* (*SYP132*, *Glyma.13G307600*), and the *REGULATOR OF SYMBIOSOME DIFFERENTIATION (RSD*, *Glyma.07G135800*), which regulate symbiosome differentiation (Lefebvre et al., 2010; Ivanov et al., 2012; Sinharoy et al., 2013; Gavrin et al., 2017). Homologs of genes required for bacterial maturation (*Glyma.08G076300*, SEN1), and nodule transport and metabolism (*Glyma.07G088200*, SST1) were also identified (Krusell et al., 2005; Hakoyama et al., 2012). 

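Of the transcription regulators, the KNOX gene *Glyma.06G065200* was at 33.6 ± 0.602 CPM in W82/USDA110 and 4.87 ± 0.746 CPM in the W82/LVM105 pseudonodules (log2 fold change 2.81, standard error 0.15, adjusted p = 5.7e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For the KNOX genes *Glyma.04G064100* and *Glyma.14G112400*, the log2 fold changes were 3.81 (standard error 0.17) and 2.27 (standard error 0.14). *Glyma.07G135800* (RSD) was at 39.9 ± 5.79 CPM in W82/USDA110 and 0.577 ± 0.116 CPM in the pseudonodules (6.13, standard error 0.20). The mean CPM of these 4 genes in *G. soja*/USDA110 ranged from 91.0 for *Glyma.06G065200* to 229 for *Glyma.14G112400*.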

Our finding that the expression levels of these transcription regulators were markedly lower in non-functional nodules compared to functional nodules implies that high activity of these genes are required for fully operative nodules. In contrast, the increased expression of genes encoding CHALCONE REDUCTASE (CHR, Glyma.02G307300), ROOT DETERMINED NODULATION 1 (RDN1, Glyma.02G279600), BRASSINOSTEROID INSENSITIVE 1 (BRI1, Glyma.04G218300), NODULE-SPECIFIC PLAT DOMAIN PROTEIN 2 (Glyma.15G008800), FERRITIN 3 (FER3, Glyma.03G050100), and MOLYBDATE TRANSPORTER (MOT1.3, Glyma.14G130000), at the later stage of nodule development may be linked to pseudonodule formation.

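CHR (*Glyma.02G307300*) was at 93.9 ± 12.7 CPM in the pseudonodules and 10.7 ± 1.72 CPM in W82/USDA110, a log2 fold change of -3.12 for USDA110 against LVM105 (standard error 0.16, adjusted p = 3.4e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For RDN1 (*Glyma.02G279600*) the values were 45.4 ± 6.48 and 9.24 ± 1.33 CPM (-2.27, standard error 0.16), and for BRI1 (*Glyma.04G218300*) 41.1 ± 3.19 and 16.9 ± 3.45 CPM (-1.26, standard error 0.16). *Glyma.15G008800* was at 20.4 ± 2.30 and 4.57 ± 0.985 CPM (-2.14, standard error 0.18). FER3 and MOT1.3 had log2 fold changes of -2.38 and -2.34 (*Glyma.03G050100* and *Glyma.14G130000*). For FER3 and MOT1.3, the strain effect in W82 was not shown to differ from that in *G. soja* (adjusted p = 0.43 and 0.055 for the difference, from the same test), whereas for the other 4 genes the highest adjusted p was 5.1e-06.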

In conclusion, our structural and gene expression analyses provided novel insights into the molecular mechanisms controlling nodule functionality and development in cultivated and wild soybeans. The complexity of the underlying mechanisms is reflected by the expression changes of thousands of genes encoding structural proteins, signal transduction proteins, transcriptions factors, and enzymes involved in a wide range of cellular processes, including growth, development, differentiation, metabolism, and defense and stress responses. Our data also indicate that different Rhizobium strains may have evolved to optimize their symbiotic relationship with specific host plants. This evolutionary adaptation can lead to variations in the expression of symbiotic genes to enhance the efficiency of nitrogen fixation and nodule function.

## Data Availability

RNA-seq data described in this study are available at the NCBI database (www.ncbi.nlm.nih.gov/genbank), Gene Expression Omnibus under accession number GSE267634.

How the deposited data were processed for this re-analysis (not part of the article)

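Transcripts of soybean nodules collected 25 days after inoculation were compared in 4 groups of 3 RNA-seq libraries each, formed by 2 hosts, wild soybean (*G. soja*) and the cultivated soybean Williams 82 (W82), and 2 rhizobial strains, USDA110 and LVM105. The nodules of W82/LVM105 were non-functional pseudonodules and those of the other 3 groups functional nodules. The samples were grouped by the host and strain given in their labels. The text of the paper and the labels spell the second strain both as LVM105 and as LMV105, and the same strain was taken to be meant.

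The authors prepared non-stranded mRNA libraries, sequenced paired-end reads, checked them with FastQC, mapped them with STAR to the W82 version 4 genome and counted reads per gene with HTSeq. The deposited values are these raw counts, without normalization, for 47095 genes in 12 libraries. Genes without counts had been kept, since only 43067 of them had at least 1 count. The paper's text does not give the versions or counting options of these tools. The authors then called DEGs with DESeq2 at a false discovery rate of 1% and a 2-fold change. Their read mapping and counting were not repeated here, since the raw reads were not used.

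Total counts per library ranged from 17084609 to 25819141. Detection was limited to 3 counts per library, a floor that covers counting error only. Models were fitted in R 4.3.3. Differential expression was computed with edgeR 4.0.16, with TMM normalization, removal of genes with low counts by filterByExpr (a minimum count of 10 and a minimum total count of 15), a quasi-likelihood fit and test, and Benjamini-Hochberg adjustment over all genes tested. Each of the 3 comparisons (USDA110 vs LVM105 in *G. soja*, USDA110 vs LVM105 in W82, and W82/USDA110 vs *G. soja*/USDA110) was fitted on its own 6 libraries. The difference between the strain effects of the 2 hosts, and the comparison of each functional group with the pseudonodules, were fitted on all 12 libraries with the same thresholds. The standard error of a log2 fold change was computed as its size divided by the square root of the test's F statistic. CPM values used TMM factors from all 12 libraries. Distances and PCA used the variance-stabilizing transformation of DESeq2 1.42.0, and the PCA the 500 most variable genes. The paper's text does not name the transformation or the number of genes.

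The procedure was tested on simulated data. Counts were drawn from the means, dispersions and library sizes of the real libraries, with 200 genes changed by a known log2 fold change of 2. With edgeR, 197 of the 200 changed genes were recovered in the *G. soja* comparison, 182 in the W82 comparison and 178 in the comparison of hosts, with 0, 3 and 1 false calls. With DESeq2, 187, 183 and 178 were recovered. The 200 genes were changed evenly in both directions and all other genes not at all. The simulation therefore does not test normalization when many genes change, nor calls close to the 2-fold cutoff.

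The genes named in the text were set by a rule. They are the 20 genes the paper names by identifier, in each comparison the 3 upregulated and the 3 downregulated DEGs with the largest log2 fold change among those with an average log2 CPM of at least 5 and no overlap between groups, and the member of each gene family discussed that was the most abundant over the 12 libraries. Other family members given by name, the leghemoglobins C1 to C3 and the directions and families discussed were chosen after their values were seen. Gene families were set by product name. The table of reference gene names that was at hand used other identifiers, of which 0 matched the identifiers of the counts, so the product names come from the annotation of 2357 genes in the parts of Supplementary Tables 1 and 2 that were read, which hold 1442 upregulated and 556 less strongly downregulated genes of *G. soja* and 444 strongly upregulated genes of W82, and 5 of the 24 families had no annotated member. Because these genes are the authors' own DEGs, the families were described and not tested for enrichment, and the paper's gene ontology and KEGG analyses were not repeated.

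The alternatives were a test against a 2-fold change (glmTreat), DESeq2's size factors or library size alone in place of TMM, no low-count filter or a mean of at least 10 counts, all 12 libraries in one fit, the replicate number as a block, each library left out in turn, DESeq2 in place of edgeR with and without shrunken fold changes (apeglm 1.24.0), a false discovery rate of 5%, and no fold-change cutoff. For distances and PCA they were log2(CPM + 1), the rlog transformation, no low-count filter and another choice of genes. The whole list of symbiotic genes, of which the text of the paper names 20, and the anatomical and genomic measurements of the paper were not analysed here.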

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

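All tests in this part were chosen after the results were seen.

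The effect of the strain differed between the hosts for 11340 of the 34278 genes tested (5376 more positive and 5964 more negative in W82, or 4496 and 6853 with scaling by library size alone), by a test of the difference itself (edgeR's quasi-likelihood test). Of the 29691 genes tested in both hosts, 2043 were DEGs in both, and 1466 of these changed in the same direction. The other 577 changed in opposite directions, 407 of them higher with USDA110 in *G. soja* and lower in W82. An example is the WRKY gene *Glyma.13G370100*, with log2 fold changes of 2.92 in *G. soja* and -2.67 in W82. Across genes, which are not independent replicates, the log2 fold changes of the 2 hosts had a Pearson correlation of 0.27 and a Spearman correlation of 0.26.

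Several technical explanations were weighed. If normalization were the cause, most of the 11340 genes would be lost when libraries are scaled by size alone, but 92.24% were still called in the same direction, although the balance of directions moved as given above. These 2 scalings differ by one factor per library, which moves all genes alike, so other errors of normalization are not covered by this test. If a few abundant genes were the cause, dropping the 100 most abundant genes would remove most calls, but 98.95% of the remaining genes were still called. Library size offers no explanation, since the highest and lowest group medians of total counts differed by a factor of 1.133. Genes of *G. soja* whose reads the W82 genome does not catch offer none for most of the genes, since only 44 of the 11340 had at most 3 counts in each *G. soja* library. Exchanging libraries between the strains within each host, with every same-numbered pair still parted, gives 16 combinations of splits. The real one gave the most genes, 1 of 16. The 3 others that left W82 as labelled gave between 8879 and 10093 genes, and the 12 that exchanged W82 libraries gave between 0 and 82, with at least 170 genes at an unadjusted p under 0.05. A set of 16 splits cannot give a share under 0.05 whatever the counts are. By this share alone the pattern cannot be told apart from a chance division of the libraries. The 12 splits with W82 libraries exchanged put the difference between the W82 groups into the spread within groups. Their low numbers are therefore no measure of chance. The 3 others keep the W82 strains apart and are no picture of chance for W82. GC content, gene length and reads shared between paralogs were not tested. The design offers a biological explanation, since LVM105 nodules are functional on *G. soja* and pseudonodules on W82. A candidate explanation is therefore that the strain comparison in W82 measures nodule function as well as strain, which these libraries cannot separate.

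Leghemoglobin A (*Glyma.10G199100*), a gene of infected nodule cells, was read in the pseudonodules of W82/LVM105 at a mean of 30.8 CPM, between 18.9 and 47.0 CPM in the 3 libraries. This is far above the highest floor of these libraries, 0.142 CPM with TMM factors or 0.157 CPM by the library total, and the paper does not discuss it. From the pooled counts of the 3 libraries of each group, the level was 0.143% of that in W82/USDA110. One candidate source is a small share of W82/USDA110 reads or RNA carried into the pseudonodule libraries, which the paper states were multiplexed. Such a share would set a lower limit for every gene. Among the 4061 genes with at least 50 CPM in W82/USDA110, 0 had significantly fewer pseudonodule counts than this share gives after adjustment for all 4061 (one-sided exact Poisson test, lowest adjusted p = 0.565). Without adjustment, 2 had a p under 0.001 in this exact Poisson test, *Glyma.06G312600* with 0 counts where 8.88 were expected (p = 0.000139) and *Glyma.06G120400* with 4 where 14.8 were expected (p = 0.000981). Expected counts went down to 5.15, so the test had little power for many genes, and the adjustment is strict, since it also counts genes expressed well above the share. The 0 is therefore no support for carry-over. Of the 744 genes with at least 200 CPM, 33 had a pseudonodule level under 1% of that in W82/USDA110, 14 were under 3 times the share of leghemoglobin A, 4 had a lower share than leghemoglobin A, and the lowest share was 0.0881%. The 2 genes named speak against one share for every gene without adjustment but not with it, so that this source is neither supported nor excluded, and the leghemoglobin A reads cannot be told apart from reads carried over from W82/USDA110. The other leghemoglobin genes did not follow one share, since C1, C2 and C3 were at 40.6, 35.3 and 34.4 CPM in the pseudonodules and at 9554, 6125 and 3081 CPM in W82/USDA110. All 3 were well above 0.143% of their W82/USDA110 level. This argues against carry-over at that share as the source of more than part of the C1, C2 and C3 reads. A share of the *G. soja* libraries carried over was tested with 4 genes read in *G. soja* and at the floor in W82/USDA110. The share of leghemoglobin A would give 147 counts of these genes in the pseudonodules, and 54 were found (one-sided exact Poisson test, p = 1.2e-18), of which 44 came from 1 gene. This p covers counting error only. With the level of leghemoglobin A in each pseudonodule library taken for itself, 68.8, 41.1 and 37.0 counts were expected in the 3 libraries and 25, 11 and 18 were found, so carry-over from *G. soja* at that share is unlikely. A biological explanation, a small number of infected cells in the pseudonodules, may also hold, and for leghemoglobin A no test separated it from carry-over.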

How the results depend on the processing

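The alternatives below were set before the data were examined and none was added later, whereas the other splits of the libraries were a test made after the results were seen.

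With a test against a 2-fold change (glmTreat), the number of DEGs fell to 1443 in *G. soja*, 8645 in W82 and 5553 between hosts, and that of genes with a different strain effect in the hosts to 6661. Under this test, 34.43% of the genes read from Supplementary Table 1 and 3 of the 20 named symbiotic genes were called in *G. soja*. Of the gene families, 0 histone genes were called downregulated in *G. soja*, and 5 WRKY and 10 receptor-like kinase genes were called upregulated there, with 2 genes for phenylpropanoid and flavonoid enzymes downregulated. Also under this test, 1 TIFY gene was downregulated in W82, and 2 kinesin and 0 leghemoglobin genes were downregulated between hosts. Without a fold-change cutoff, there were 10533 DEGs in *G. soja* and 14574 between hosts, 13 of the 20 named symbiotic genes were called in *G. soja*, and 4 TIFY genes were downregulated in W82. The downregulated genes read from Supplementary Table 1 had log2 fold changes no further from 0 than -1.33 by the authors, so few of them, among them the histone genes, could pass a test against a 2-fold change, and neither their number nor the 34.43% speaks of the whole table. Both settings alter the size of the change that a call requires, and beyond this the cause was not tested.

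The counts of DEGs stayed within 1.5-fold under the other alternatives, which were DESeq2's size factors, library size alone, no low-count filter, a mean of at least 10 counts, all 12 libraries in one fit, DESeq2 with and without shrunken fold changes, and a false discovery rate of 5%. The numbers of genes with a different strain effect in the hosts, of named symbiotic genes and of called members of the families given above also stayed within 1.5-fold under those of these alternatives that were run for them. The DEGs that stayed in the same direction with library size alone were 95.6% in *G. soja*, 89.2% in W82 and 96.7% between hosts. In W82, scaling by library size alone moved the median log2 fold change of all genes from -0.02 to -0.31, and the share of upregulated genes among the DEGs from 43.9% to 32.3%. Across the 6 fits of each comparison that each left out one library, the number of DEGs was between 3306 and 3520 in *G. soja*, between 12824 and 14027 in W82 and between 8705 and 10281 between hosts.

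With the replicate number as a block (a paired fit), there were 3552 DEGs in *G. soja* against 3575 without it, 13199 against 13656 in W82 and 9310 against 9485 between hosts, and 98.2%, 96.0% and 96.9% of the DEGs without the block were also called with it. Over 24666 genes, the mean correlation of the residuals of same-numbered libraries was 0.031, 0.048 and -0.044 in the 3 comparisons, so the numbers carry no sign of pairing.

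Each comparison of 3 against 3 libraries has 10 splits. The real split gave the DEGs reported, and the other 9 gave 0 in each comparison. Each of these 9 puts libraries of both groups on each side, so a real difference between groups widens the spread within the sides. Their 0 therefore does not measure how many false calls chance gives. At an unadjusted p under 0.05, these 9 gave between 180 and 742 genes in *G. soja*, between 20 and 451 in W82 and between 32 and 301 between hosts. Only 4 of the 10 splits part all 3 same-numbered pairs as the real one does, and the others part 1. In each of the 3 comparisons, the real split was 1 of 4 with as many DEGs, and a design of this size cannot give a share under 0.05.

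The ratio of the distance between pseudonodules and functional nodules to that between functional groups was 1.59. It was 1.619 with log2(CPM + 1), 1.568 with rlog, 1.576 without the low-count filter and 1.988 with the 500 most variable genes, and ranged from 1.52 to 1.703 across the 12 fits that each left out one library. The means were taken over pairs of libraries, so leaving out a library also changes the weight of each group. This weighting by itself moves the ratio in those 12 fits. PC1 held 64.45% of the variance with all genes tested, and from 76.54% to 87.13% across the fits that each left out one library. The ratio stayed above 1 in every one of these settings. Apart from this weighting, the causes of these shifts were not tested.

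The number of disease resistance genes downregulated in W82 was from 3 to 5 across the fits that each left out one library, and that of leghemoglobin genes downregulated between hosts from 0 to 1. For the named genes, 101 results were followed through 1717 fits under an alternative. Of these fits, 1669 left the result on its side of the threshold, 25 made it weaker, 19 made it stronger and 4 reversed its direction, and 74 of the 101 results stayed on their side throughout. The reversed log2 fold changes were all close to 0 and arose when one library was left out. They ranged from -0.04343 to 0.0007905 for *Glyma.07G088200* in *G. soja* and, between hosts, from -0.1844 to 0.007774 for *Glyma.02G279600*, from -0.1678 to 0.141 for *Glyma.15G008800* and from -0.2705 to 0.1753 for *Glyma.10G199100*. The cause was not tested.

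Fisher's exact test of the families was not run, since the only product names available for it were those of the authors' own DEGs, and its alternatives were not run for the same reason. GC content and gene length could not be checked, since no annotation of these identifiers was used. Depth limits the results for genes near the floor of 3 counts, for which a fold is only a lower bound. Of the 444 genes read from Supplementary Table 2, 49 were removed by the low-count filter, and without it all 444 were called in the same direction as in the paper.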

Differences from the paper's values

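The paper's counts of DEGs in the 3 comparisons, its variance on PC1 and PC2, and its log2 fold changes of 5 symbiotic genes in Supplementary Tables 1 and 2 were compared with the values found here, and none differed by more than the larger of the replicate error and the limit set for such differences. For example, the paper's 3173 DEGs in *G. soja* stand beside 3575, its 14007 in W82 beside 13656 and its 9755 between hosts beside 9485. The paper's variance on PC1 is 78%, against 81.2% here, and that on PC2 about 19% in Fig. 5B, read by eye, against 16.7%. With rlog in place of the variance-stabilizing transformation, the values were 78.3% and 19.04%.

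The paper states that 4 symbiotic genes differ between the strains in *G. soja*. Of these, *Glyma.09G063900* (log2 fold change 0.61) and *Glyma.05G172600* (-0.52) did not reach a 2-fold change here under any alternative set before the data were examined that kept a fold-change cutoff. Without such a cutoff, both were called. Outside these 4 genes, *Glyma.04G064100* (1.13), *Glyma.08G076300* (1.15), *Glyma.03G050100* (-2.24) and *Glyma.14G130000* (-1.91) were DEGs in *G. soja* here. The first and second of them are also listed as DEGs of *G. soja* in the paper's own Supplementary Table 1.

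The paper states that genes for oxygen binding, nitrate transport and amino acid transport are more highly expressed in W82/USDA110 than in *G. soja*/USDA110. Of the 4 annotated leghemoglobin genes, 0 were upregulated and 1 was downregulated (*Glyma.10G198800*, log2 fold change -1.15). Both annotated nitrate transporter genes were downregulated, *Glyma.08G037200* by a log2 fold change of -1.32 and *Glyma.10G296600* of -2.42. Of the 4 annotated amino acid transporter genes, 0 were upregulated and 2 were downregulated. None of the alternatives called a gene of these 3 families upregulated. The families here hold only genes annotated in the parts of Supplementary Tables 1 and 2 that were read, so they cover a small part of the genes behind the paper's statement. They were also picked by their change between the strains, in libraries that the comparison of hosts shares.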

Other observations

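All tests in this part were chosen after the results were seen.

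In W82, 517 genes were at least 32-fold higher in USDA110-induced nodules than in the pseudonodules. Of these, 440 were tested in *G. soja*, where both strains form functional nodules. Their median log2 fold change between USDA110 and LVM105 in *G. soja* was 0.48 (quartiles 0.01 and 0.96), with 75.9% above 0, whereas the median of all genes tested was -0.02. The 1992 genes at least 8-fold lower in W82/USDA110 moved the other way in *G. soja*, with a median of -0.55 over the 1054 genes tested. Genes are not independent replicates, so no p-value is given. If the cause were fewer infected cells in the LVM105 nodules of *G. soja*, the leghemoglobin genes would be shifted by as much as the set. The median log2 fold change of the leghemoglobin genes was 0.00736. Leghemoglobin A, C1 and C3 were at 0.17, -0.18 and -0.15, below the median of the set, but C2 was at 0.63, above it. These close copies were divided, so the test cannot decide on fewer infected cells. If normalization or a bias with abundance were the cause, other genes of like abundance would be shifted as well, but the 3632 genes among the 10 nearest in average CPM to each gene of the set had a median of 0.0135. Fewer infected cells thus stay possible. Another hypothesis is that LVM105 nodules on *G. soja*, although functional, may lie slightly towards the pseudonodules in part of the nodule program. GC content, gene length and shared reads were not tested, and the libraries of each host came from 3 samples per strain.

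Between hosts, 75 genes had at least 30 counts in each of the 6 W82 libraries and at most 3 in each of the 6 *G. soja* libraries, and 39 genes showed the reverse (two-sided exact binomial test of 75 against 39, p = 0.000959). Such an excess in W82 is what reads of *G. soja* that the W82 genome does not catch could give, but genes that are absent or silent in *G. soja* would give it as well. These explanations cannot be told apart here, and the binomial test treats genes as independent.

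The 3 libraries of W82/USDA110 differed more among themselves than those of the other groups, which rests on replicate 3. The squared difference between 2 libraries, averaged over genes, was 23.1 and 30.7 times that of counting noise for the pairs with replicate 3 and 8.92 times for the pair without it, against 5.03 to 9.10 times in W82/LVM105. Leghemoglobin A was at 20908 ± 6913 CPM (SD, n = 3) in this group, against 22067 ± 1651 CPM in *G. soja*/USDA110. No explanation of this spread was tested.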
